# Aryl hydrocarbon receptor suppresses STING-mediated type I IFN expression in triple-negative breast cancer

**DOI:** 10.1038/s41598-024-54732-3

**Published:** 2024-03-08

**Authors:** Jeffrey C. Martin, Tatiane da Silva Fernandes, Kanita A. Chaudhry, Masanori Oshi, Scott I. Abrams, Kazuaki Takabe, Spencer R. Rosario, Anna Bianchi-Smiraglia

**Keywords:** Aryl hydrocarbon receptor, Triple-negative breast cancer, BRCA1/2 mutations, PARP inhibitors, cGAS-STING, Type I interferons, Breast cancer, Cell signalling

## Abstract

Triple-negative breast cancer (TNBC) is one of the most aggressive types of cancer. Despite decades of intense investigation, treatment options remain limited, and rapid recurrence with distant metastases remains a significant challenge. Cancer cell-intrinsic production of cytokines such as type I interferons (IFN-I) is a known potent modulator of response to therapy in many cancers, including TNBC, and can influence therapeutic outcome. Here, we report that, in TNBC systems, the aryl hydrocarbon receptor (AhR) suppresses IFN-I expression via inhibition of STImulator of Interferon Genes (STING), a key mediator of interferon production. Intratumoral STING activity is essential in mediating the efficacy of PARP inhibitors (PARPi) which are used in the treatment of cancers harboring BRCA1 deficiency. We find that, in TNBC cells, PARPi treatment activates AhR in a BRCA1 deficiency-dependent manner, thus suggesting the presence of a negative feedback loop aimed at modulating PARPi efficacy. Importantly, our results indicate that the combined inhibition of PARP and AhR is superior in elevating IFN-I expression as compared to PARPi-alone. Thus, AhR inhibition may allow for enhanced IFN-I production upon PARPi in BRCA1-deficient breast cancers, most of which are of TNBC origin, and may represent a therapeutically viable strategy to enhance PARPi efficacy.

## Introduction

Triple-negative breast cancer (TNBC) is a highly aggressive form of breast cancer that lacks the expression of targetable molecular features, mainly ER, PR and HER2 receptors^1^. These tumors account for roughly 15–20% of all breast cancer cases and due to the relative lack of consistent genetic or molecular features, treatment options remain limited and mainly consists of surgery and highly toxic chemotherapy^2^. Furthermore, TNBC displays faster rates of recurrence with distant metastasis following initial treatment of any breast cancer subtype and is associated with the worst prognosis^2,3^. Throughout the course of the two most recent decades, there has been a concerted effort aimed at the identification of novel therapeutic options for this disease. Importantly, the use of immunotherapy (atezolizumab, an anti-PD-L1 monoclonal antibody) in combination with chemotherapy was recently approved for use as first-line therapy in metastatic TNBC tumors that overexpress PD-L1, owing to the potential for immunomodulation as a therapeutic opportunity for this indication^4^. However, only a fraction of patients responds to immune checkpoint blockade and most of these patients will relapse with distal recurrent disease, highlighting the importance to improve therapeutic responses^5^.

Tumors that harbor defects in homologous recombination repair (HRR), mainly homozygous BRCA1/2 mutations, have benefited from the introduction of inhibitors of the Poly-ADP Ribose Polymerase-1 (PARP1), an enzyme involved in DNA break repair^6^. The majority of hereditary BRCA-associated breast cancer tumors have the molecular features of TNBC^7^ and typically receive a regimen of chemotherapy centered around the use of PARP1 inhibitors (PARPi)^8^. While the use of PARPi has significantly improved the progression-free survival of patients with advanced HRR-deficient ovarian cancer^9^, the long-term response rates among breast cancer patients remain suboptimal^10^. Understanding the molecular mechanisms behind the lack of PARPi efficacy in breast cancer could lead to the identification of novel therapeutic combinations.

Several recent studies have suggested a mechanism in which, upon PARPi treatment, the cancer cells induce alterations to the tumor microenvironment (TME), particularly the tumor-infiltrating lymphocytes, and these changes appear to be essential in mediating PARPi anti-tumor response in BRCA1-mutated breast cancer tumors and the overall efficacy of PARPi^11–13^. Specifically, PARPi-induced genetic instability has been shown to activate the cytosolic pattern recognition receptor cGAS and its associated pathway STImulator of Interferon Genes (cGAS-STING^14^) within the BRCA1-mutant cancer cells, resulting in the initiation of type I IFN production, cytokine-mediated T cell infiltration, and subsequent anti-tumor immune response^11^. Interestingly, STING activity is suppressed in several cancer types, likely attributed to its role as a tumor suppressor^15^. Therefore, improving the PARPi-mediated STING activation and subsequent type I interferon (IFN-I) expression may lead to enhanced immunogenicity of PARP inhibitors in breast cancer, improving overall efficacy^11,12^.

The aryl hydrocarbon receptor (AhR) is a ligand-activated transcription factor and a member of the bHLH superfamily of transcription factors. Initially discovered as the main mediator of xenobiotics metabolism and clearance, it has subsequently become apparent that AhR can respond to a variety of endogenous cellular ligands that mediate its functions^16–18^. Active AhR harbors a potent ability to influence gene expression dynamics at both the genetic and epigenetic levels^19–22^. In the inactive form, AhR is kept sequestered in the cytoplasm in complex with chaperone proteins. Ligand binding triggers its nuclear localization where it dissociates from its retention complex and dimerizes with its transcriptional coactivator ARNT. AhR-ARNT then facilitates the recruitment of transcription complexes to several loci throughout the genome^18^. Among the most prominent AhR target genes are the Cytochrome P450, family 1, subfamily A/B, polypeptide 1 (*CYP1A1* and *CYP1B1*), which are crucial players in the metabolism of xenobiotic agents such as dioxin^23^. Importantly, AhR is known to be a potent modulator of immunity and has consequential roles in several disease settings including autoimmunity and cancer^24–31^.

In several tumor types, the production of endogenous AhR ligands accelerates during disease progression, resulting in elevated intratumoral AhR activity in advanced disease. The consequences of elevated AhR activity are context dependent as it has been shown to harbor both pro- and anti-tumorigenic functions. For example, AhR has been shown to have tumor suppressor activity in various cancer types including intestinal, prostate, lung, and liver (reviewed in^32^). In breast cancer, AhR suppresses the transcriptional activity of ER, thereby inhibiting hormone-mediated proliferation and hampering the disease progression of ER + breast tumors^33^. Furthermore, AhR ligands have been shown to augment chemotherapy efficacy, enhancing the anti-tumor effects of treatment^34–36^. On the other hand, AhR activity is known to enhance pro-tumor functions such as invasion, migration^20,37^, resistance to apoptosis^38^, and cancer stem cell development^19^ in various tumor types. AhR activity can also influence the immune microenvironment, where it promotes an immunosuppressive TME, favoring disease progression^16^. Importantly, several recent studies have revealed a role for AhR in the inhibition of cGAS-STING pathway activity^39–42^. Direct investigations aimed at elucidating the precise role of AhR in specific disease settings are needed to fully understand its role in cancer. In line with this notion, the consequences of interfering with AhR signaling with respect to STING activity and immunomodulation in TNBC has not yet been investigated to date.

Here, we provide evidence that AhR activity suppresses STING-mediated IFN-I expression in a panel of TNBC cell lines. Additionally, we identify a novel AhR-mediated negative feedback loop that modulates PARPi-induced IFN-I expression in BRCA1-deficient TNBC cells. We found that PARPi treatment activates AhR, a phenomenon further accentuated in the context of BRCA1-deficiency, resulting in the induction of key AhR target genes among which is *TIPARP*, a known antagonist of STING-induced IFN response^39^. Consistently, we found that addition of an AhR antagonist augmented the IFN-I expression upon PARPi treatment in a cell line model of BRCA1-deficient TNBC. Thus, our study identifies AhR as a promising target to elevate PARPi-induced IFN-I expression, potentially enhancing the immunogenicity and overall efficacy of PARPi in HRR-deficient TNBC.

## Results

### AHR levels associate with poor survival in TNBC tumors

AhR has been proposed to act as both a tumor suppressor^32,43^ and tumor promoter^19,20,37,44^ in breast cancer. To better understand the role of AhR in breast cancer, we queried the University of Alabama at Birmingham Cancer (UALCAN) data analysis portal^45^, which hosts a collection of publicly available cancer omics, including protein data from the Clinical Proteomic Tumor Analysis Consortium (CPTAC)^46–48^. The analysis revealed that AhR protein levels are slightly increased in the primary breast tumor cohort as compared to normal tissue (Fig. 1A). This differential protein abundance is mainly driven by increased levels in the triple negative (TNBC) subtype (Fig. 1B) suggesting that AhR may have a specific role in this subtype, corroborating previous reports. Consistently, Kaplan–Meier estimation, via datasets available at KMplot.com^49^, revealed that AHR levels displayed an inverse association with overall survival (OS) only in TNBC patients (Fig. 1C and Supplemental Fig. S1A–C). 

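MDA-MB-231 is an established human triple-negative breast cancer cell line, and RNA sequencing of it covered 9 libraries in 3 groups of 3 replicates. One group carried the control vector pLKO-GFP and the others carried either of 2 independent short hairpin RNAs against AHR. The deposited labels number these constructs shAHR#2 and shAHR#3, while the paper's methods number its constructs #1 and #2, so the labels' numbers are used here. Libraries were made with a stranded mRNA kit from 500 ng of total RNA and sequenced from a single end, and the authors aligned the reads to GRCh38.p13 with STAR. The authors deposited the number of reads counted on each gene, without normalization. The paper's text does not name the counting program, the annotation release or the use of strand, so counts of overlapping or antisense genes and of near-identical paralogs are uncertain.

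Total counts per library ranged from 17407688 to 19509030 with pLKO-GFP (median 19370185), from 15991396 to 19112459 with shAHR#2 (median 16187573) and from 19436825 to 20374460 with shAHR#3 (median 19559744). Of 60649 genes listed, 34348 had no count in any library. The 14274 genes that passed edgeR's filterByExpr held 99.9% of all counts and were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. One model was fitted to all 9 libraries. Counts of replicates of a group differed by more than the sampling noise (chi-square per degree of freedom from 1.76 to 4.24), so no library was counted as a copy of another. The common biological coefficient of variation was 2.96%, the spread between replicate libraries beyond counting error. Neither the labels nor the paper's text state whether the replicates came from separate infections. If they came from the same infected population, the p-values measure the spread between its libraries, not how well the effect of a hairpin repeats.

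AHR (ENSG00000106546.14; chromosome 7 of GRCh38, 16916359 to 17346152) was counted at 114 CPM (counts normalized to library size) in pLKO-GFP replicate 1, 118 in replicate 2 and 121 in replicate 3. In the shAHR#2 libraries it was at 42.5, 40.4 and 41.9 CPM, and in the shAHR#3 libraries at 46.3, 52.1 and 44.5. Relative to the control mean, AHR was 35.3% ± 0.912 (SD, n = 3) with shAHR#2 and 40.5% ± 3.39 (SD, n = 3) with shAHR#3. The log2 fold change was -1.50 (standard error 0.05, adjusted p = 1.05e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with shAHR#2 and -1.31 (standard error 0.05, adjusted p = 4.95e-24) with shAHR#3. The difference between the constructs, 0.19 on the log2 scale, also passed the threshold (adjusted p = 0.00283).

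**Figure D1:**
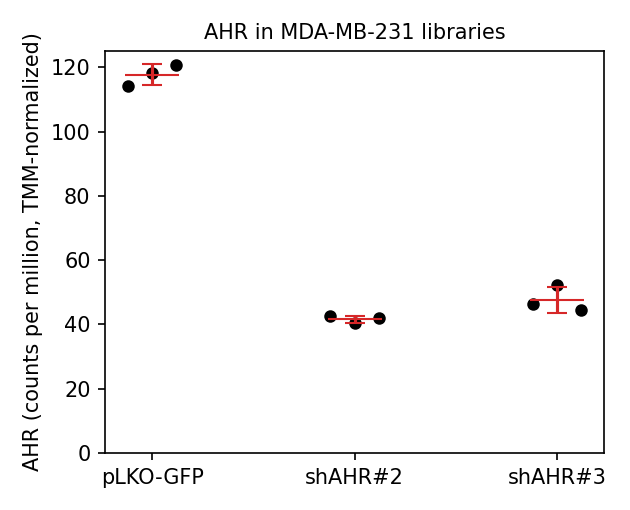
AHR in CPM after TMM normalization (y axis) in each library of the 3 groups (x axis). Points are libraries, horizontal red lines are group means and error bars are the SD of 3 replicates; every shAHR library lies between 40.4 and 52.1, under the lowest control library at 114.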

To further delve into the role of AhR in TNBC cells, human MDA-MB-231 cells were depleted of AHR via two independent, previously validated shRNAs^41^, and RNAseq was performed. 

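Of the 14274 genes tested, 9390 passed the threshold with shAHR#2 against pLKO-GFP (4653 higher and 4737 lower) and 7771 with shAHR#3 (3840 higher and 3931 lower). For the mean of both constructs against the control the number was 9185. Most of these changes were small, with a median absolute log2 fold change of 0.45 among the genes called with shAHR#2 and 0.35 among those called with shAHR#3. A further threshold of 1 on the absolute log2 fold change moved these counts most, to 1691, 961 and 1177 genes.

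Genes were ranked by the signed square root of the edgeR F statistic, and 6 gene lists were tested for enrichment at either end of the ranking with fgsea and 10000 gene permutations, with Benjamini-Hochberg adjustment over the 18 pairs of list and comparison. The lists were written before the data were examined and are not the MSigDB collections of Fig. 1D. NF-kB target genes (47 of 62 tested) were enriched among genes that rose. The normalized enrichment score was 1.87 for the mean of both constructs (adjusted p = 0.00518) and 2.13 with shAHR#2 (adjusted p = 0.00339). The number of permutations sets a lower bound on the unadjusted p, which was 1.88e-04 with shAHR#2. With shAHR#3 the score was 1.58 (adjusted p = 0.0534, not past the threshold). Ranking by log2 fold change moved the score for the mean most, to 1.57 with an adjusted p of 0.0653. Inflammatory mediators and receptors (50 of 75 tested, 24 symbols shared with the NF-kB list) had scores of 1.15 for the mean, 1.23 with shAHR#2 and 1.30 with shAHR#3, none past the threshold (adjusted p = 0.342, 0.255 and 0.216). Genes of antigen processing and presentation (37 of 43 tested) had scores of -1.13, -1.04 and -0.95, again none past the threshold (adjusted p = 0.342, 0.446 and 0.557). With log2 fold change as the ranking, the antigen presentation scores were -1.90, -1.85 and -1.94, each with an adjusted p of 0.00782. Scores of the 2 constructs were not tested against each other.

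**Figure D2:**
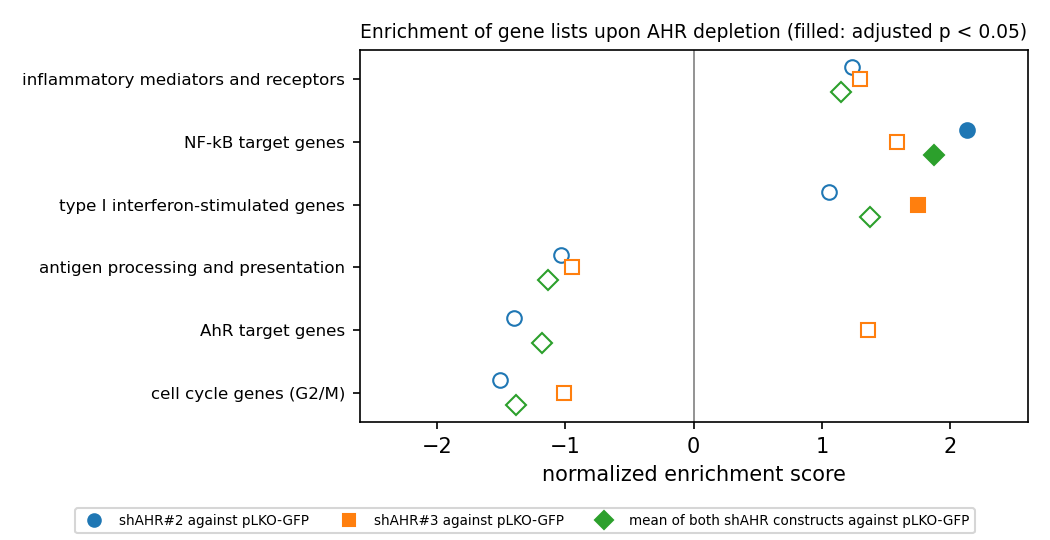
Normalized enrichment score (x axis, no unit) of each of the 6 gene lists (y axis) with shAHR#2 (circles), with shAHR#3 (squares) and for the mean of both constructs (diamonds), all against pLKO-GFP. Filled symbols have an adjusted p under 0.05: the NF-kB list with shAHR#2 at 2.13 and for the mean at 1.87, and the type I interferon-stimulated genes with shAHR#3 at 1.75.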

Gene Set Enrichment Analysis (GSEA) of the differentially expressed genes revealed that AHR depletion led to an increase in inflammatory response and various immune-related pathways (Fig. 1D and Supplemental Fig. S2).

**Figure 1:**
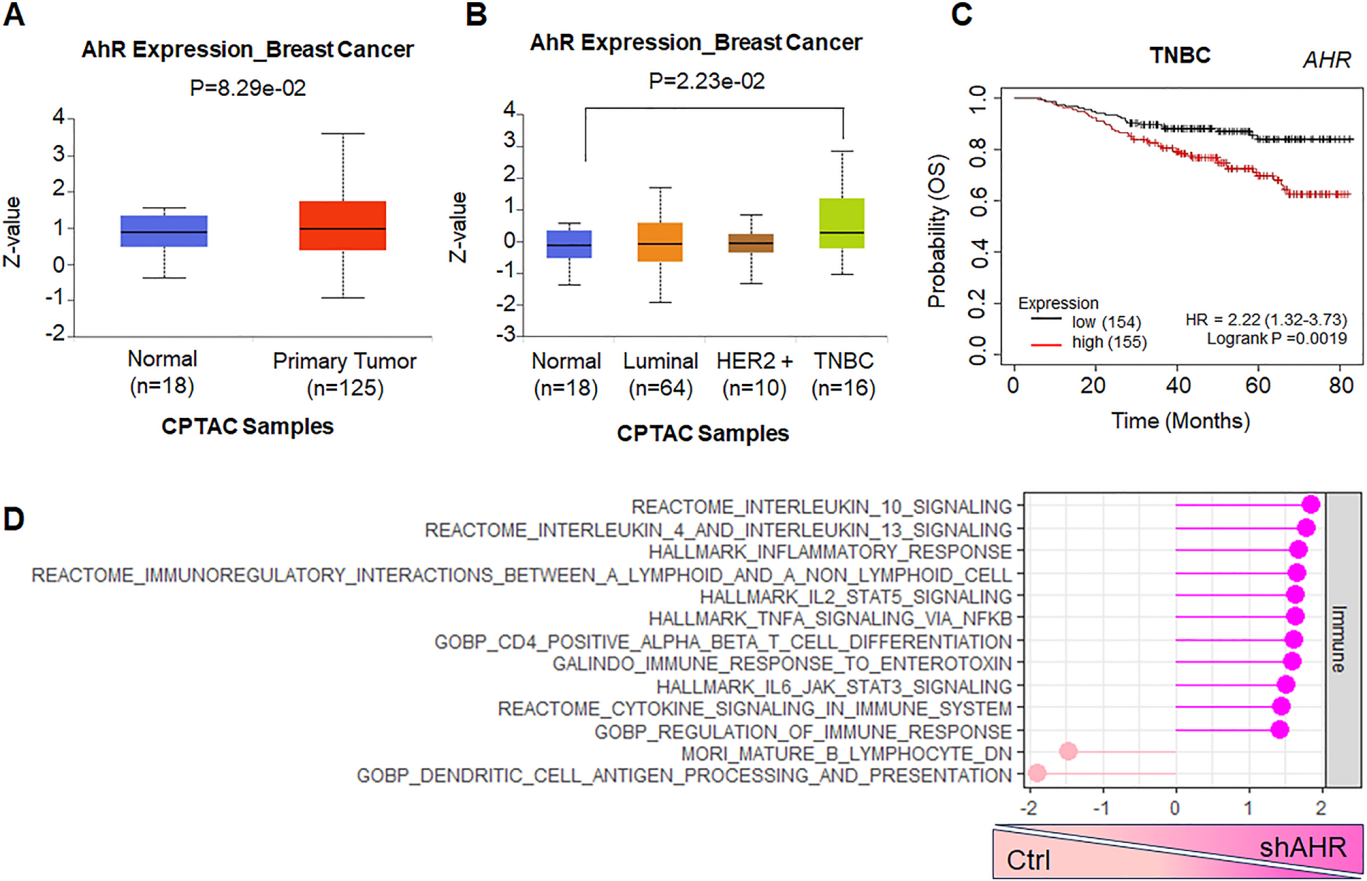
AHR is a negative prognostic indicator in triple-negative breast cancer. (**A**) Expression levels of AhR protein in Normal and Primary Breast Cancer Tumor Samples. Analysis performed at https://ualcan.path.uab.edu using CPTAC samples. (**B**) Analysis as in A but with separation of the breast cancer cases into the four major subtypes. Statistics by Welch’s T-test. (**C**) Kaplan Meier analysis for overall survival of TNBC patients, stratified on median level of AHR expression performed at https://kmplot.com. Statistics by LogRank Test. (**D**) GSEA pathway enrichment analysis of DEGs from MDA-MB-231 shAHR RNA-seq for several Immune-related pathways.

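Among members of the NF-kB and inflammatory lists called as higher with both constructs, CXCL1, CXCL3 and CXCL8 had the largest rises for the mean of both. CXCL8 (chromosome 4, 73740519 to 73743716) was at 9.39 ± 0.405 CPM in the control, 48.6 ± 3.24 with shAHR#2 and 20.7 ± 1.01 with shAHR#3 (SD, n = 3 each), log2 fold changes of 2.37 (standard error 0.08) and 1.14 (standard error 0.08), with adjusted p = 1.32e-25 and 1.96e-14 from edgeR's quasi-likelihood test. CXCL1 rose by 2.34 and 1.49 on the log2 scale (adjusted p = 4.03e-19 and 2.46e-12). CXCL3, counted at only 4 to 6 reads per control library, rose by 2.01 and 1.51 (adjusted p = 1.28e-04 and 0.00499); reads of CXCL1 and CXCL3, which are close paralogs, may have been split between them by the counting. The same lists held genes that fell with both constructs: IL24 went from 118 to 132 reads per control library to 2 to 7 with shAHR#2 and 8 to 16 with shAHR#3, log2 fold changes of -4.40 and -3.33 (adjusted p = 3.55e-16 and 8.95e-15), and IL32 had log2 fold changes of -3.82 and -2.16 (adjusted p = 1.51e-09 and 9.67e-07). CFLAR fell by less, with -0.51 and -0.40 (adjusted p = 2.65e-11 and 7.81e-09).

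In antigen processing and presentation, LGMN rose by 0.74 with shAHR#2 and 0.77 with shAHR#3 (adjusted p = 9.78e-17 and 4.35e-17). TAPBP rose by 0.51 and 0.60 (adjusted p = 6.32e-05 and 4.32e-06) and CTSD by 0.25 and 0.54 (adjusted p = 1.22e-08 and 2.72e-17). The largest falls were in HLA class II genes, whose near-identical members make the counts uncertain. HLA-DPA1 had log2 fold changes of -3.41 and -2.30 (adjusted p = 2.08e-16 and 1.16e-13). HLA-DRB5 was counted at 11 to 14 reads per control library and at or under 3 in every shAHR library, so it was at least 3.55-fold lower with shAHR#2 and at least 4.43-fold lower with shAHR#3.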

**Figure 2:**
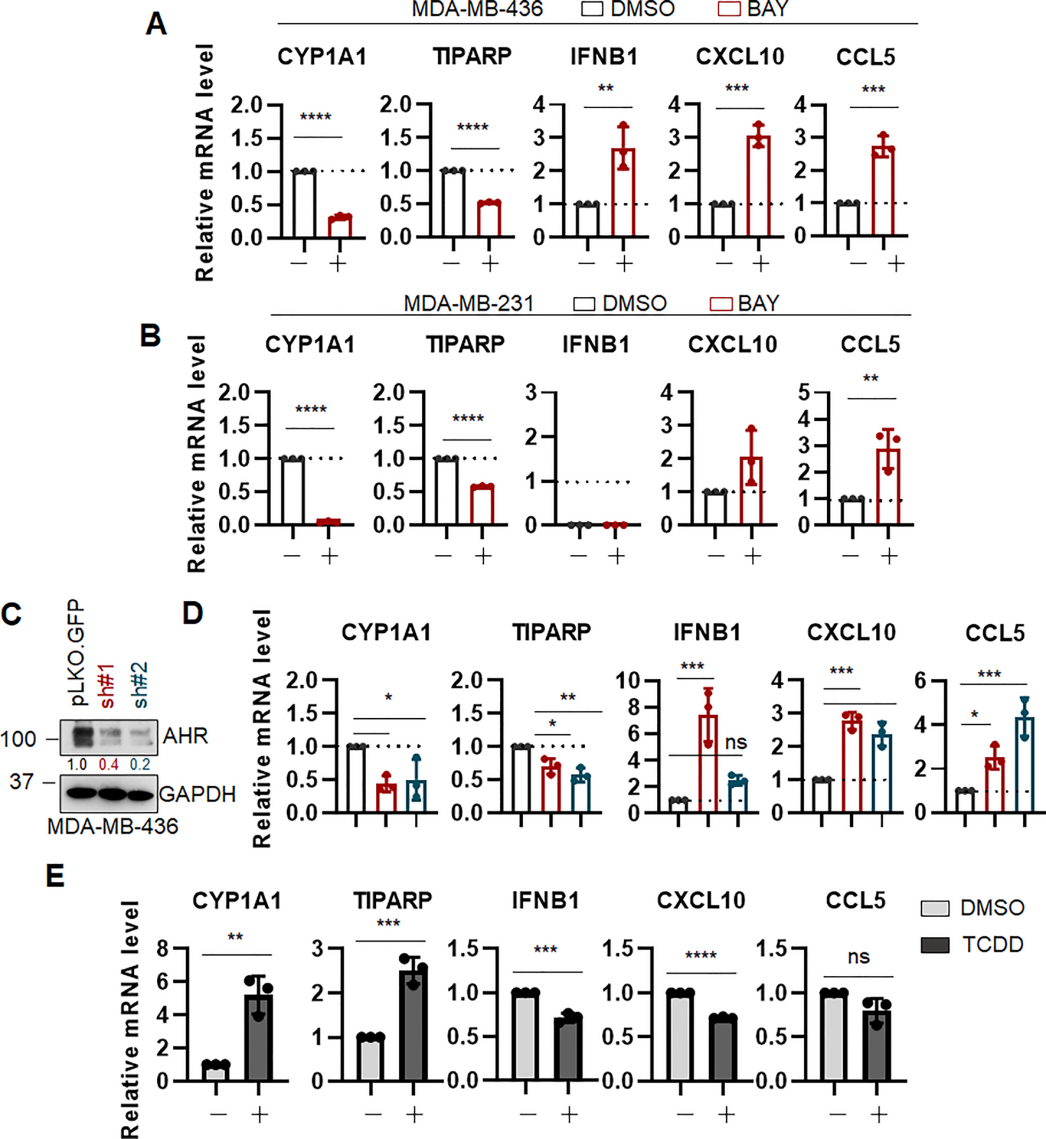
AHR suppresses Type I Interferon expression in TNBC cells. qRT-PCR analysis of indicated genes in MDA-MB-436 (**A**) and MDA-MB-231 (**B**) cells with BAY-2416964 (BAY, 20 µM, 48 h). Data (n ≥ 3 biological replicates) is average −/+ std dev. Statistics by unpaired *t* test. (**C**) Immunoblot for AhR in MDA-MB-436 cells transduced with two independent shRNA toward AHR or a non-targeting control vector (pLKO.GFP). GAPDH is used as a loading control. Quantification performed with ImageJ. Membranes were cut prior to hybridization with antibodies. (**D**) qRT-PCR analysis of indicated genes in cells as in (**C**). pLKO-GFP = black bars, shAHR #1 = red bars, shAHR #2 = blue bars. Data (n = 3 biological replicates) is average −/ + std dev. Statistics by 2-way ANOVA. (**E**) qRT-PCR analysis of indicated genes in MDA-MB-436 treated with TCDD (50 nM, 96 h) or vehicle control (DMSO). Data (n = 3 biological replicates) is average −/+ std dev. Statistics by unpaired *t* test. *p < 0.05; **p < 0.01; ***p < 0.005; ****p < 0.0005.

Altogether, these data support previous claims that AhR is detrimental for TNBC^19,20,37,44^ and suggest a potential role in suppressing immune pathways within the cancer cells.

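For the mean of both constructs against pLKO-GFP, 33 of the 47 NF-kB target genes tested passed the threshold as higher and 8 as lower, over all genes tested; adjusted over the list alone, 41 passed. The median log2 fold change of the list was 0.37, while that of all genes tested was -0.004 and 49.6% of all genes were higher. With shAHR#2 alone, 34 were higher and 6 lower with a median of 0.53, and with shAHR#3 alone 20 were higher and 10 lower with a median of 0.09. Of the 50 inflammatory mediators and receptors tested, 26 were higher and 15 lower (42 adjusted over the list alone), with a median of 0.30; by construct, 23 were higher and 16 lower with shAHR#2, and 19 and 12 with shAHR#3. Antigen processing and presentation was divided, with 11 genes higher and 13 lower (24 adjusted over the list alone) and a median of -0.01, and so it was with shAHR#2 (12 higher and 13 lower) and with shAHR#3 (9 and 12). Of all genes tested, 64.3% passed the threshold. From the pathways enriched in the AHR-depleted cells in Fig. 1D, together with the tumor data of Fig. 1A to C, the paper proposes that AhR has a potential part in holding down immune pathways within the cancer cells.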

### AhR suppresses IFN-I expression in TNBC cell lines

Recent work suggests that AhR activity antagonizes STING-mediated IFN-I expression in multiple cancer types including lung and muscle-invasive bladder cancer^39,40^. Given the increase in immune pathway-related signatures upon AHR depletion in MDA-MB-231 TNBC cell line (Fig. 1D), we asked whether these findings represented a common response in TNBC. To this end, a panel of human TNBC cell lines (MDA-MB-231, MDA-MB-436, and HCC1937) was treated with the AhR antagonists BAY-2416964 (herein referred to as BAY), which is currently being tested in clinical trials for treatment of advanced solid tumors (NCT04069026 and NCT04999202). Due to the presence of intrinsic AhR activity within these cells, potentially due to the endogenous production of AHR ligands^41,50^, the treatment resulted in reduction of AhR established targets *CYP1A1*^23^ and *TIPARP*^51^. Importantly, AHR antagonism also resulted in a significant induction of the expression of key type I IFNs, *IFNB1*, *CXCL10*, and *CCL5*, in all TNBC cell lines tested (Fig. 2A, B and Supplemental Figure S3A). Importantly, this was not observed in either the immortalized breast epithelial non-tumor MCF10A cells (Supplemental Figure S3B) or the immortalized human fibroblast cell line WI-38 (Supplemental Figure S3C), suggesting that this phenomenon could be restricted to tumor cells.

Consistent results were obtained with AhR genetic, rather than pharmacologic, suppression. MDA-MB-436 cells were depleted of *AHR *via shRNA as above (Fig. 2C) and a reduction in AhR target genes *CYP1A1* and *TIPARP* was observed (Fig. 2D) concomitantly with a significant increase in the expression of *IFNB1, CXCL10,* and *CCL5* (Fig. 2D). On the converse side, activation of AhR with its classical agonist TCDD^17^ resulted in an induction of the expression of target genes *CYP1A1* and *TIPARP* (Fig. 2E and Supplemental Figure S4A,B), as well as in a mild but very consistent reduction in the expression of *IFNB1*, *CXCL10*, and *CCL5* in MDA-MB-436 cells (Fig. 2E).

Thus, AhR has the capability of modulating the expression of IFN-I -related genes in TNBC cells.

### AhR suppresses STING-dependent IFN-I expression

TNBC tumors are known to exhibit high genomic instability, and therefore high likelihood of enhanced basal cGAS-STING activity^15^. AhR has been proposed to have antagonistic functions toward STING in other cancer types^39,40^. Thus, to assess whether the changes in IFN-I genes we observed upon AhR manipulation in TNBC are dependent on STING activity, we took a two-fold approach as above. STING was genetically depleted in the MDA-MB-436 cells using shRNAs (Fig. 3A); empty vector control (pLKO) cells and STING-knockdown cells were treated with BAY for 72 h and the expression of IFN-I genes was assessed. As before, a significant increase in *IFNB1*, *CXCL10* and *CCL5* expression, as well as the interferon-stimulated gene ISG15, was observed upon BAY treatment in control cells (Fig. 3B and Supplemental Figure S5A). However, this increase was blunted by STING depletion (Fig. 3B and Supplemental Fig. S5A), suggesting that BAY-mediated IFN-I expression is STING-dependent. These results were then confirmed using the STING-specific small molecule inhibitor H-151^52^. Similarly to the genetic depletion, inhibition of STING with H-151 suppressed the interferon gene induction promoted by BAY (Fig. 3C and Supplemental Figure S5B). Furthermore, immunoblot analysis of cells treated as above revealed that AhR inhibition with BAY induced TBK1 phosphorylation at S172, an event known to be STING-dependent^53^ and necessary to mediate IFN gene production in response to STING activation^15^. Concomitant treatment with H-151 attenuated this effect (Fig. 3D and Supplementary Figure S5C).

**Figure 3:**
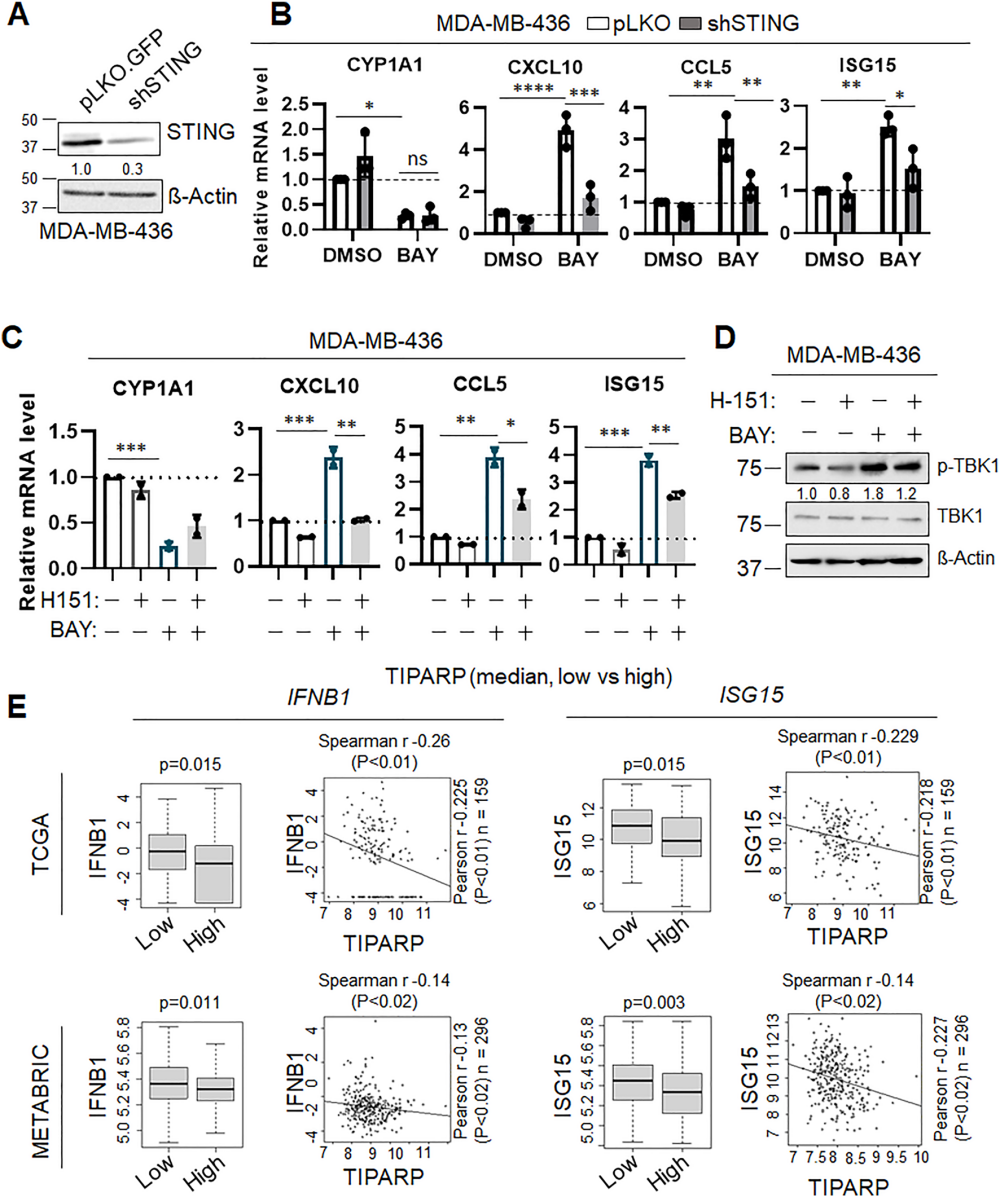
AHR antagonist-mediated IFN-I expression is STING-dependent. (**A**) Immunoblot for STING in MDA-MB-436 cells transduced with shRNA toward STING or a non-targeting control vector (pLKO.GFP). ß-Actin is used as a loading control. Quantification performed with ImageJ. Membranes were cut prior to hybridization with antibodies. (**B**) qRT-PCR analysis of indicated genes in MDA-MB-436 cells (pLKO = white bars, shSTING = grey bars – 20 µM BAY, 72 h). Data (n = 3 biological replicates) is average −/ + std dev. Statistics by 2-way ANOVA. **C.** qRT-PCR analysis of indicated genes in MDA-MB-436 cells (10 µM H-151, 20 µM BAY2416964, or the combination, 72 h). Data (n = 2 biological replicates) is average −/ + std dev. Statistics by 2-way ANOVA *p < 0.05; **p < 0.01, ***p < 0.005. (**D**) Representative immunoblot for pTBK1 (S172), total TBK1, and ß-Actin in MDA-MB-436 cells treated as in panel B. Quantification performed with ImageJ (figure shows representative image of 3 biological replicates). Membranes were cut prior to hybridization with antibodies. (**E**) Relative expression levels of *IFNB1* and *ISG15* in TCGA (top) and METABRIC (bottom) databases in patients split on *TIPARP* median levels*.* Statistics by Wilcoxon signed-rank test.

To gain more insight into the relationship between AhR and STING activity in TNBC tumors, we analyzed the TCGA and METABRIC datasets by parsing expression of known AHR target genes and known STING pathway-associated genes. The analysis revealed inverse expression levels between *TIPARP* (a key target of AhR) and *IFNB1* or *ISG15* (known to be influenced by STING activity^14^ (Fig. 3E), suggesting that tumors with high AhR activity (represented by high *TIPARP*) may have reduced interferon-based response.

Taken together, these results support previous findings that AhR antagonism increases IFN-I expression, and expand on this concept, by proposing a STING-dependent mechanism.

### AhR suppresses PARPi-induced IFN-I expression

STING-mediated production of IFN-I in a cancer cell-intrinsic fashion has been recently shown to be essential for the anti-tumor effects of PARPi treatment in BRCA1-deficient TNBC^11^. To assess whether any relationship exists between PARPi and AhR, the BRCA1-mutant MDA-MB-436 cells^54^ were transduced with control vector or shAHR and treated with the PARP inhibitor Talazoparib (an FDA approved PARP inhibitor currently being used in the clinic for BRCA1/2-mutant TNBC and ovarian cancer^55^; herein referred to as TALA). Surprisingly, we found that TALA treatment in these cells resulted in AhR induction and an AhR-dependent increase of its target genes *CYP1A1* and *TIPARP*, thus suggesting that PARPi induces AhR activation (Fig. 4A). To assess whether this phenomenon was dependent on BRCA1 activity, we expanded to a second cell line model by performing BRCA1-knockdown via shRNA in MDA-MB-231 cells, a well-established BRCA1^WT^ TNBC^54^ cell line (Fig. 4B) and treating cells with TALA. As expected, shBRCA1 MDA-MB-231 cells displayed increased sensitivity to PARP inhibition (Supplemental Figure S6)^6^. Importantly, TALA treatment caused a robust induction in expression of *AHR, CYP1A1,* and *TIPARP* in the BRCA1 knockdown cells (Fig. 4C), while these effects were markedly reduced in control cells.

**Figure 4:**
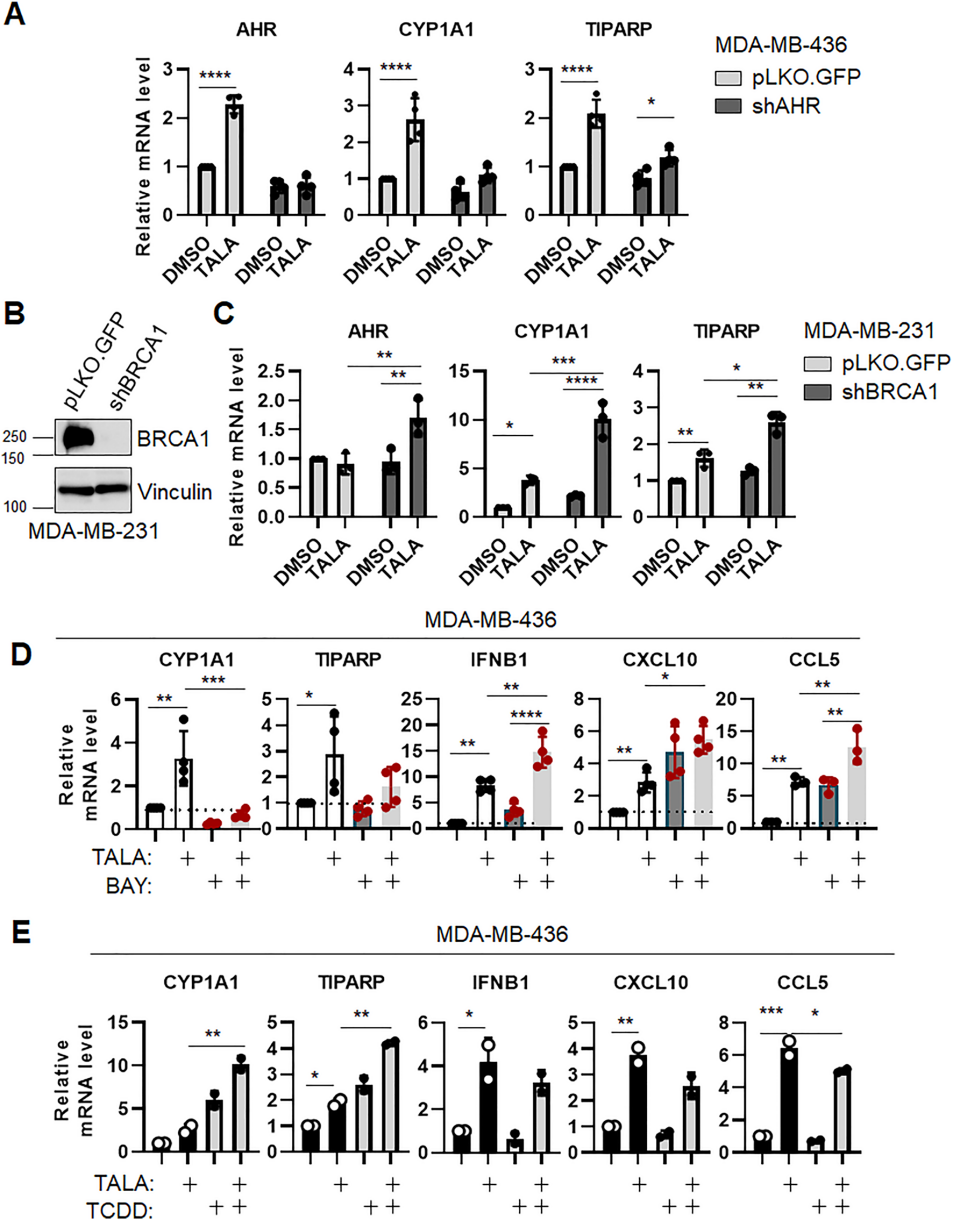
AHR suppresses PARPi-induced IFN-I expression in BRCA1-deficient TNBC. (**A**) qRT-PCR analysis of indicated genes in MDA-MB-436 cells (pLKO = light grey bars, shAHR #2 = dark grey bars—1 µMTalazoparib, 96 h). Data (n = 4 biological replicates) is average −/ + std dev. Statistics by 2-way ANOVA. (**B**) Immunoblot for BRCA1 in MDA-MB-231 cells transduced with shRNA toward BRCA1 or a non-targeting control vector (pLKO.GFP). Vinculin is used as a loading control. Membranes were cut prior to hybridization with antibodies. (**C**) qRT-PCR analysis of indicated genes in MDA-MB-231 cells (pLKO = light grey bars, shBRCA1 = dark grey bars—1 µMTalazoparib, 96 h). Data (n = 3 biological replicates) is average −/ + std dev. Statistics by 2-way ANOVA. (**D**) qRT-PCR analysis of indicated genes in MDA-MB-436 cells (1 µM Talazoparib, 20 µM BAY2416469, or the combination, 96 h). Data (n ≥ 3 biological replicates) is average −/ + std dev. Statistics by 2-way ANOVA. (**E**) qRT-PCR analysis of indicated genes in MDA-MB-436 cells (1 µM Talazoparib, 50 nM TCDD, or the combination, 96 h). Data (n = 2 biological replicates) is average −/ + std dev. Statistics by 2-way ANOVA. *p < 0.05; **p < 0.01, ***p < 0.005, ****p < 0.0005.

Thus, our data suggest that in conditions of BRCA deficiency, PARP inhibition results in AhR activation. This, combined with our previous data, leads to a model in which AhR activation by PARPi may create a self-regulatory loop that suppresses PARPi induction of IFN-I genes, thereby alleviating the effects of PARP inhibition.

To test this, MDA-MB-436 cells were treated with either BAY (AhR antagonist), TALA (PARP inhibitor), or a combination of the two and the expression of AhR targets and IFN-I genes was assessed. As before, TALA by itself induced *CYP1A1* and *TIPARP*, which could be suppressed by concomitant BAY treatment (Fig. 4D, first two panels) and both BAY and TALA induced increases in the levels of IFN-I genes *IFNB1, CXCL10,* and *CCL5* (Fig. 4D, last three panels). However, the combination of TALA + BAY resulted in a greater induction of these IFN-I genes as compared to either drug alone, thus suggesting that AhR antagonism may potentiate the effects and durability of PARPi. Conversely, AhR activation with its prototypical ligand TCDD, resulted in the opposite effect, blunting the induction of IFN-I genes by TALA (Fig. 4E).

Altogether, our work reveals a novel function for AhR in the suppression of tumor-intrinsic, STING-mediated IFN-I production and helps to shed light on the lack of efficacy of PARPi in TNBC.

## Discussion

The cGAS-STING pathway has received much attention as a promising immunomodulatory therapeutic target because it represents a mechanistic link between cellular stress, a hallmark of cancerous cells and chemotherapeutic mechanisms of action, and the activation of the innate immune system^14,15,53,56,57^. Recent findings highlight a key role for this pathway in mediating anti-tumor immunity and immune checkpoint inhibitor efficacy^58,59^. Importantly, STING activity has also been shown to be essential for the anti-tumor effects of various chemotherapeutics^60^, including PARPi in BRCA1-deficient TNBC^12,13^. Therefore, it has been hypothesized that overall tumor immunogenicity and therapeutic efficacy, including that of PARPi, can be improved by enhancing cancer cell-intrinsic STING activation and subsequent IFN-I production. Here, we provide evidence that suggests that AhR activity suppresses STING-mediated IFN-I in TNBC, especially in the context of PARPi treatment of BRCA1-deficient cells, and that its inhibition represents a therapeutically viable method to enhance cancer cell-intrinsic STING activity, both alone and in combination with PARPi (Fig. 5).

**Figure 5:**
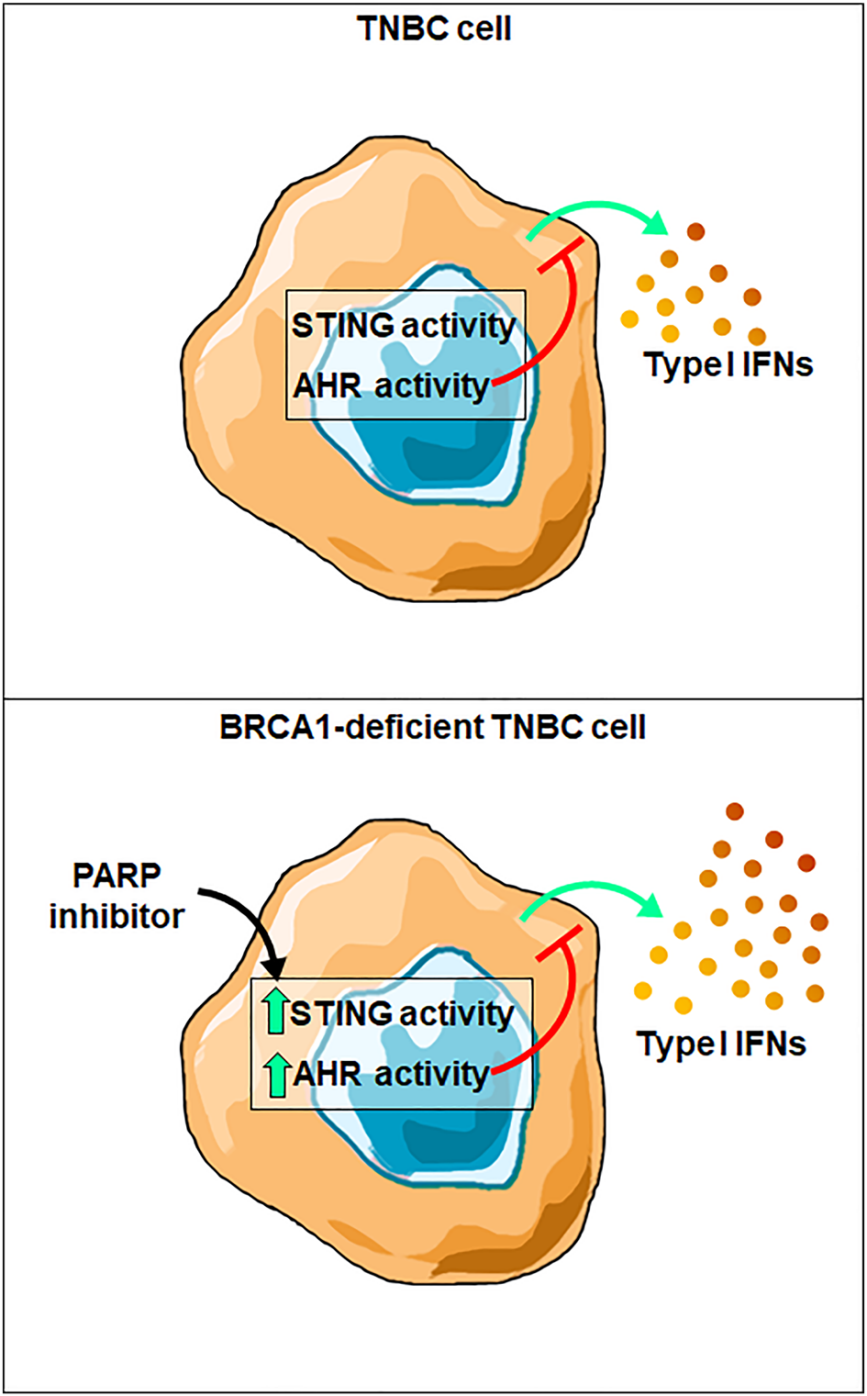
Model of AhR suppression of STING-mediated Type I IFN expression upon PARPi. (TOP) In TNBC cells under basal conditions, AHR activity suppresses STING-mediated IFN-I production. (BOTTOM) In BRCA1-deficient TNBC cells, PARPi stimulates STING activity but at the same times it induces AhR activation, which in turns acts as a feedback mechanism to reduced STING activity and its induction of Type I interferon genes.

TNBC cells are characteristically more proliferative and harbor higher levels of genomic instability than other subtypes of breast cancer ^61^. As a result, these tumors tend to have higher mutational burdens, elevated expression of neoantigens, and greater immunogenicity than other subtypes^62–64^. Furthermore, high genomic instability is known to activate cGAS-STING and lead to IFN-I production and immune cell infiltration^65^, highlighting another intrinsically immunostimulatory characteristic of TNBC tumors. Therefore, in order to remain viable, it is likely that TNBC tumors must adopt mechanisms that suppress the immune system and overcome genomic instability-associated immunity. Interestingly, AhR is known to promote immunosuppression in several tumor types through various mechanisms, including the inhibition of STING activity^28,30,31,40,66^. This may partly account for why TNBC tumors have higher levels of AhR and why high AHR expression is a negative prognostic indicator, only in TNBC (Fig. 1). It is likely that without sufficient AhR activity, anti-tumor immunity would act as a barrier to tumor formation. In line with this, RNAseq analysis upon AHR depletion in the TNBC cell line MDA-MB-231, revealed significant enrichment of immune-related signatures suggesting an AhR-mediated suppression of immunity in this context. Furthermore, gene specific qPCR showed that AhR inhibition alone was sufficient to upregulate key IFN-I genes including *IFNB1*, *CXCL10*, and *CCL5* while AhR activation suppressed them, in multiple cell line systems of TNBC, but not non-tumorigenic cell lines (Fig. 2 and Supplementary Figure S3).

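The competitive test camera, with a preset correlation of 0.01 between genes, called the NF-kB list for the mean of both constructs (adjusted p = 1.03e-04) and with shAHR#2 (adjusted p = 1.71e-07), and the type I interferon-stimulated genes with shAHR#3 (adjusted p = 4.18e-04). With the correlation estimated from the libraries these 3 calls held, with adjusted p of 0.0332, 0.0276 and 0.0332. The self-contained test fry, which asks whether members moved in one direction without comparison to other genes, also called them (adjusted p = 6.47e-07, 2.90e-07 and 6.47e-07). It further called most of the other lists.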

The transcriptional activation of IFN-I genes involves a complex cellular regulatory network that is not limited to the cGAS-STING pathway^67^. However, recent findings have indicated a role for AhR in the suppression of STING^39–42^. For example, the AhR-target PARP7 (product of the gene *TIPARP*), can directly suppress STING activity by facilitating the degradation of TBK1, a key downstream effector kinase of STING, thereby suppressing IFN-I expression and subsequent anti-tumor immunity^39^. AhR has also been shown to regulate the synthesis of the polyamines spermine and spermidine^41^ which have recently been implicated in the attenuation of cGAS activity via alterations to the DNA ligands in the cytoplasm^42^. Additionally, a recent study showed that AhR itself may suppress IFN-I expression in muscle invasive bladder cancer by directly interacting with and mediating the degradation of STING^40^. Therefore, the upregulation of IFN-I genes upon AHR depletion or inhibition may be due to an alleviation of STING suppression. Consistent with this hypothesis, genetic and pharmacologic depletion of STING revealed that IFN-I upregulation upon AhR inhibition is STING-dependent (Fig. 3A–D). Importantly, analysis of gene expression data from patient tumors revealed a negative correlation between the key AhR target gene *TIPARP* and STING-associated IFN genes, *IFNB1* and *ISG15* indicating that AhR inhibition of STING is likely occurring in patient tumors. Further studies must be performed to identify the mechanistic basis of this regulation.

IFN-I cytokines harbor potent immunomodulatory properties and function to influence the recruitment and activity of immune cells^67^ and are known to have both pro- and anti-tumor functions^68^. Importantly, a foundational study published in 2015 analyzed hundreds of TNBC patient tumors and found that tumors with a high “immunostimulatory” gene expression signature were associated with the best prognosis and longest overall survival of any TNBC subtype^69^. One of the key characteristics of the “immunostimulatory” subtype was the enrichment for genes sets including: “JAK-STAT-associated cytokines’, “NF-kB activation by viruses”, and “Interferon Signaling”, which are all related to the cGAS-STING pathway and IFN-I gene signatures^14,15^. Furthermore, *CCL5* expression levels in TNBC have been associated with a better prognosis and increased recruitment of CD8 T cells, CD4 activated T cells, NK cells and anti-tumor macrophages^70^. These data heavily imply that IFN-I cytokines have potent anti-tumor activity in TNBC and justify the pursuit of therapeutic strategies to increase their intratumoral abundance. AhR antagonism as a method to achieve this end has not been directly assessed, and future studies are warranted.

cGAS-STING activity is vital for the anti-tumor effects of various chemotherapeutics including PARPi^11,12,60^. Specifically, PARPi-induced cGAS-STING activation within BRCA1-deficient cancer cells results in the intratumoral production of IFN-I, subsequent immune cell infiltration, and T cell-dependent anti-tumor immunity. STING-depleted cancer cells fail to elicit this response, which significantly diminishes the therapeutic effect of PARPi^11^. This implies that STING activity within the cancer cells themselves may potentially be important for the therapeutic effects of PARPi and that PARPi efficacy may be enhanced by increasing intracellular STING activity. Interestingly, we found that treatment with Talazoparib (an FDA approved PARP inhibitor currently used in the clinic^55^) activated AhR in TNBC cells, a phenomenon that was accentuated in the BRCA1-deficient setting (Fig. 4A–C). Being that AhR is a ligand-activated transcription factor with affinity to aromatic hydrocarbons^18^, it is possible that the chemical structure of Talazoparib itself could activate AhR. However, the fact that BRCA1 knockdown accentuated the activity of AhR implies some intracellular response to PARPi treatment that is augmented by BRCA loss, potentially apoptosis, is required for AhR activation. Regardless of the mechanistic basis, the fact that AhR activity is stimulated by PARP inhibition hints at the existence of a self-regulatory mechanism in which the production of IFN-I upon PARPi treatment is diminished by AhR; a mechanism that can be overcome with the addition of an AhR antagonist. Indeed, we found that the addition of the AhR antagonist BAY-2416964 enhanced the PARPi-mediated IFN-I production in a BRCA1-mutant TNBC cell line, suggesting that AhR antagonism may be a means to enhance the immunogenicity and overall efficacy of PARPi in the clinic.

Additionally, these findings have significant implications with regards to immune checkpoint inhibitor therapy, as STING-mediated IFN-I production is known to enhance ICI efficacy. Treatment with STING agonists has been tested as a way to enhance ICI therapy^14,56,57,71^; however, systemic delivery of STING agonists has failed due to poor stability of the specific agents in circulation or the emergence of severe side effects which limits the clinical viability of this approach^56,72^. Our results suggest that AhR antagonism may indirectly result in the activation of STING specifically within the TNBC cells. The use of AhR antagonists to enhance ICI therapy has not been tested to date, though AhR antagonists are currently being investigated for their immunomodulatory potential in several cancer types (NCT04069026 and NCT04999202).

Conversely, treatment with the AhR agonist TCDD suppressed the expression of STING-associated IFN-I genes (Fig. 2E). While the TCDD-induced IFN-I suppression was mild (~ 15–20% reduction) the data were very consistent. This is particularly relevant because several studies have reported that microbial metabolism contributes to the accumulation of AhR ligands such as indoles from tryptophan metabolism within the tumor microenvironment of multiple cancer types (i.e. PDAC^31^ and melanoma^25^), which mediate AhR-dependent immunosuppressive processes within the immune cells. Our data suggest that these ligands may also negatively influence intratumoral STING activity in an AhR-dependent manner. Given that STING activation is essential for proper PARPi-mediated anti-tumor efficacy, it would be interesting to investigate if microbiome-dependent AhR activity contributes to the disparities among patient responses to PARPi treatment. For example, dietary habits that alter microbiome composition, such as diets high in tryptophan ^25^, may result in an AhR-mediated STING-suppressed pro-tumorigenic microenvironment that hinders the immunogenicity of PARPi treatment affecting overall efficacy. This raises the possibility of investigating the potential to augment PARPi + ICI efficacy with dietary alterations or with the use of probiotic adjuvants to influence the composition of the microbiome towards a low AhR ligand-producing metabolic state.

Although limited by the fact that our studies have been conducted only in cell lines, our data strongly suggest that AhR activity suppresses STING-mediated IFN-I expression in TNBC, especially in the context of PARPi treatment of BRCA1-mutant cells (Fig. 5). Further implications, that will need to be address in vivo with the use of xenografts and mouse models, are that AhR antagonism may be a viable therapeutic strategy to enhance the overall immunogenicity of TNBC tumors and improve PARPi efficacy.

## Materials and methods

### Cell lines

MDA-MB-436 and HCC1937 cells were a kind gift from Dr. Eric Knudsen (Roswell Park Comprehensive Cancer Center, Buffalo, NY, USA). HEK-293T cells were a kind gift from Dr. Irwin Gelman (Roswell Park Comprehensive Cancer Center, Buffalo, NY, USA). MDA-MB-436 and HCC1937 cells were cultured in RPMI media (Invitrogen, Carlsbad, CA, USA). WI-38, MDA-MB-231 and HEK293T were cultured in DMEM media (Invitrogen). Both media were supplemented with 10% fetal bovine serum (Invitrogen) and 1% antibiotic–antimycotic (Invitrogen). MCF10A cells were incubated in a 50/50 DMEM/F-12 formulation (Invitrogen #11330-032) with the following supplements: Horse serum (Invitrogen #16050-122; 5% final), EGF (20 ng/mL final), Hydrocortisone (0.5 mg/mL final), Cholera Toxin (100 ng/mL final), antibiotic–antimycotic (1% final). All cell lines were authenticated via short tandem repeat (STR) sequencing at the Roswell Park Genomics Shared Resource and routinely tested for mycoplasma contamination.

### Antibodies and other reagents

#### Primary antibody information

Rabbit monoclonal antibodies to AHR ((D5S6H) Cat. No. 83200S), GAPDH ((D4C6R) Cat. No. 97166T), pTBK1/NAK (S172) ((D52C2) XP (R) Cat. No. 5483T), and TBK1/NAK (Cat. No. 3013S) were purchased from Cell Signaling (Cell Signaling Technology, Danvers, MA, USA). Mouse monoclonal antibodies to BRCA1 ((D-9) Cat. No. sc-6954), and Vinculin ((7F9) Cat. No. sc-73614) were purchased from Santa Cruz (Santa Cruz, CA, USA). Mouse monoclonal antibody to ß-Actin (Cat No. 66009-1-1g) was purchased from Proteintech (Rosemont, IL, USA). αMouse-HRP secondary antibody (Goat Anti-Mouse IgG (H + L)-HRP Conjugate cat. No. 172-1011) and αRabbit-HRP rabbit secondary antibody (Goat Anti-Rabbit IgG (H + L)-HRP Conjugate cat. No. 170-6515) were purchased from Bio-Rad (Bio-Rad, Hercules, CA, USA). AhR antagonist BAY-2416964 (Cat. No.: HY-135829), PARP inhibitor Talazoparib (No. S7048), and STING inhibitor H-151 (cat. No. S6652) were purchased from Selleckchem (Houston, Texas, USA).

### Cell viability assay

Cells were seeded (3000–5000 cells per well in a 6-well plate) and allowed to incubate overnight at 37 °C and treated with increasing concentrations of Talazoparib for 72 h. At the end of treatment, 10µL of Cell counting kit-8 (WST-8/CCK8; abcam cat. No. ab228554) reagent was added to each well and cells were incubated for 1–3 h. Total absorbance was measured at 450 nm on a SpectraMax M2/M2E microplate reader (Molecular Devices). Cell viability was calculated relative to the average of DMSO control-treated cells.

### Lentiviral Infections (shRNA)

shRNA plasmids were transfected into HEK293T cells using LipoD293 (SignaGen, Frederick, MD, USA) along with the pCMV-VSV-G vector (Addgene, Cambridge, MA, USA) and the pCMV-psPAX2 vector (a kind gift from Dr. Irwin Gelman, Roswell Park Comprehensive Cancer Center, Buffalo, NY, USA). pLKO-GFP vector was purchased from Sigma. 

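Both AHR target sequences lie on chromosome 7 of GRCh38, on the plus strand, in protein-coding sequence. GCAACAAGATGAGTCTATT, the paper's shAHR #1 target, spans 17339208 to 17339226 in exon 10 of 11 of the AHR transcript. In its surroundings the reference reads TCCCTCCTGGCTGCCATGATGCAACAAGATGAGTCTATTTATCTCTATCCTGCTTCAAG. CGGCATAGAGACCGACTTA, the paper's shAHR #2 target, spans 17309982 to 17310000 in exon 2, within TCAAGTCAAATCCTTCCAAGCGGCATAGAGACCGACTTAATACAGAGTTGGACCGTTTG. Both are 19 bases long and neither lies in a UTR. Which of these sequences belongs to the RNA-seq label shAHR#2 or shAHR#3 is not settled by the labels and the paper's text, and so no AHR level is assigned to either target here.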

All shRNA expressing plasmids were purchased from Sigma Aldrich: shAHR #1 TRCN0000245285; target sequence: 5’ GCAACAAGATGAGTCTATT 3’, shAHR #2 TRCN000021258; sequence: 5’ CGGCATAGAGACCGACTTA 3’, shSTING (TMEM173) TRCN0000134594; target sequence: 5’ GTTTACAGCAACAGCATCTAT 3’, shBRCA1 TRCN0000009823; target sequence: 5’ CTCTTAAAATATAAGACCTCTGGCATGAAT 3’. All lentiviral infections were performed as previously described^41^. Briefly, lentiviral supernatant was harvested at 48 h post transfection and transduced to cells in the presence of 8 $$\upmu$$g/mL hexadimethrine bromide (Sigma, St. Louis, MO, USA). Cells were incubated with virus for 12 h, followed by a 24-h incubation with non-virus growth media. Cells were then subjected to puromycin selection for 48–72 h. PURO-resistant surviving cells were aggregated and used for further experimentation.

### Real time quantitative PCR (RT-qPCR)

Total cellular RNA was collected using the PureLink™ RNA Mini (ThermoFisher Scientific, Waltham, MA, USA cat. No. 12183025) with on-column DNase treatment, as per manufacturer’s recommendations. 1 μg of total RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems Waltham, MA, USA cat. No. 4368814). Quantitative real time PCR was performed on a CFX Opus 96 Real-Time PCR System (Biorad, Hercules, CA, USA Cat. No. #12011319) using iTaq Universal SYBR® Green Supermix (Biorad, Hercules, CA, USA. Cat. No. 1725121) with the following human site-specific primers listed below. Data were analyzed using the Bio-Rad CFX Maestro software.

RPS20 FWD: AAGGATACCGGAAAAACACCC; RPS20 REV: TTTACGTTGCGGCTTGTTAGG

AHR FWD: GGTTGTGATGCCAAAGGA; AHR REV: GGGACTCGGCACAATAAAG

CYP1A1 FWD: GGAGCTAGACACAGTGATTG; CYP1A1 REV: AAGAGTGTCGGAAGGTCT

TIPARP FWD: CTCGTGTTTGAGCTGGTGAA; TIPARP REV: ACACGTTCATGGCATTCAAA

IFNB1 FWD: CTTCTCCACTACAGCTCTTTC; IFNB1 REV: CTGTCCTTGAGGCAGTATTC

CXCL10 FWD: CTCCCATCACTTCCCTACA; CXCL10 REV: GGAGTAGTAGCAGCTGATTTG

CCL5 FWD: ACACCCTGCTGCTTTGCCTACA; CCL5 REV: TCCCGAACCCATTCTTCTCTG

ISG15 FWD: CATCTTTGCCAGTACAGGAG; ISG15 REV: ACACCTGGAATTCGTTGC

IRF1 FWD: GACTCCAGCTACAACAGATG; IRF1 REV: CTTCCCATCCACGTTTGT

#### RNA-seq

Total cellular RNA was isolated using the PureLink RNA Mini kit with on-column DNase treatment (Thermo Fisher Sceintific) and RNAseq analysis was carried on as previously described^73^. Briefly, sequencing libraries were prepared with the TruSeq Stranded mRNA kit (Illumina) from 500 ng total RNA following manufacturer’s instructions and single-end sequenced on a NextSeq 500 (Illumina) following the manufacturer’s recommended protocol. Genome alignment of raw reads to the human reference genome (GRCh38.p13) using STAR^74^ and raw feature count normalization were performed at the Roswell Park Comprehensive Cancer Center’s Genomics Shared Resource. Differential expression analysis was carried out with DESeq2^75^ and differential expression rank order was used for subsequent gene set enrichment analysis (GSEA)^76^, performed using the cluster profile package in R and collections available through the Molecular Signatures Database (MSigDB)^77^. 

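With DESeq2 on the same 14274 genes, 8726 genes passed an adjusted p of 0.05 with shAHR#2 against pLKO-GFP, 7005 with shAHR#3 and 8491 for the mean of both constructs. Of these, 8725, 7003 and 8487 were also called by edgeR's quasi-likelihood test. Direct comparison of shAHR#3 with shAHR#2 by DESeq2 gave 5342 genes, of which 5335 were also called by edgeR. The paper's text does not state the threshold behind its lists of differentially expressed genes.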

Overlaps of DEG lists across companions were calculated by hypergeometric testing. 

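Of the genes past the threshold with each construct, 6639 were called with both, 6349 of them in the same direction (3127 higher and 3222 lower) and 290 in opposite directions. If the 2 sets of calls were independent, 2556 genes would be called in the same direction, and the hypergeometric p had a negative log10 of 1229 for genes higher with both and 1264 for genes lower with both. These comparisons share the control libraries, which alone raises the overlap and the correlation. In 50 simulations of unchanged groups against shared controls, at most 2 genes were called in the same direction with both. These simulations cover noise in the control libraries, not a difference of the control cells themselves. Across the tested genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.817, against a simulated mean of 0.518 and a highest simulated value of 0.571. At least 2-fold changes in the same direction with both constructs were seen in 734 genes, 466 higher and 268 lower. Changes were larger with shAHR#2 in 75.1% of the genes called in the same direction. Compared directly, 6031 genes differed between shAHR#3 and shAHR#2 (3124 higher and 2907 lower with shAHR#3).

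Genes with an average log2 CPM of at least 1 that changed most with both constructs included several near the floor of 3 counts in one group, for which only bounds are given. FABP4 was at 0 or 1 read in each control library, and at least 42.6-fold higher with shAHR#2 and at least 113-fold higher with shAHR#3. SLC30A8 was at least 31.2-fold and 23.3-fold higher, and ACVRL1 at least 26.9-fold and 16.1-fold higher. FPR3, at 5, 5 and 0 reads in the control libraries, rose by 5.30 and 5.27 on the log2 scale (adjusted p = 2.13e-18 and 4.78e-18 from edgeR's quasi-likelihood test). Leaving out one library moved these values between 4.71 and 5.75 with shAHR#2 and between 4.68 and 5.72 with shAHR#3. In the other direction, PDE1C was at least 81.0-fold lower and CCBE1 at least 79.1-fold lower with shAHR#2, with log2 fold changes of -6.23 and -5.98 with shAHR#3. SEMA5A was at least 81.1-fold lower and TENM2 at least 121-fold lower with shAHR#2, with log2 fold changes of -4.53 and -4.23 with shAHR#3; both lie on chromosome 5, whose genes were lower as a group (median log2 fold change -0.48 with shAHR#2).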

All analyses were performed using R statistical software, version 4.1.1.

### Immunoblotting

Whole cell lysates were collected using RIPA buffer (50 mM Tris–HCl, 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 10% glycerol, 2 mM EDTA) and separated by SDS-PAGE on polyacrylamide gel (8–15% acrylamide depending on protein targets). Proteins were transferred to nitrocellulose membranes (Biorad, Hercules, CA, USA) and membranes were blocked in Blocking buffer (5% milk in TBS containing 0.1% Tween-20) for 1 h at room temperature. Membranes were incubated with primary antibody diluted in blocking buffer overnight at 4 °C. Appropriate HRP-conjugated secondary antibodies (Bio-Rad, Hercules, CA, USA) were used at 1:5,000 dilution in blocking buffer for 1 h at RT. Signals were visualized with BioRad chemiluminescence reagents and either xray films developed with a Konica SRX-101A (Konica Minolta, Wayne, NJ, USA) film processor or with a GeneGnome XRQ NPC system (Syngene, Frederick, MD, USA). Densitometric quantifications were performed with ImageJ (National Institutes of Health, Bethesda, MD, USA). Membranes were cut prior to hybridization with antibodies.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

The data that support the findings of this study are available from the corresponding authors upon reasonable request. All sequencing data reported here are available in the NCBI Gene Expression Omnibus (GEO) database under GSE252119.

# Supplementary material for: Aryl hydrocarbon receptor suppresses STING-mediated type I IFN expression in triple-negative breast cancer
**Source:** Sci Rep. 2024 Mar 8;14:5731. doi: 10.1038/s41598-024-54732-3
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**SUPPLEMENTAL FIGURE LEGENDS**

**Supplemental Figure 1. AHR is not a negative prognostic indicator in Luminal A/B or HER2-amp breast cancer** **A-C.** Kaplan Meier analysis for overall survival of breast cancer patients (panel A. Luminal A, panel B. Luminal B, panel C. HER2-positive), stratified on median level of AHR expression performed at https://kmplot.com. Statistics by LogRank Test.

**Supplemental Figure 2. RNA sequencing in AHR-knockdown MDA-MB-231 cells reveals interferon-related signatures.** Gene set enrichment analysis for differentially expressed genes in MDA-MB-231 control and AHR-depleted.

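A list of 70 type I interferon-stimulated genes, 64 of them tested, had a normalized enrichment score of 1.37 for the mean of both constructs (adjusted p = 0.153, not past the threshold), 1.06 with shAHR#2 (adjusted p = 0.430, not past the threshold) and 1.75 with shAHR#3 (adjusted p = 0.0127). With shAHR#3, 38 of the 64 genes were higher and 9 lower; with shAHR#2, 28 were higher and 20 lower. OAS1 rose in each construct's libraries, from 1.00 ± 0.231 CPM in the control to 4.45 ± 0.430 with shAHR#2 and 10.2 ± 0.159 with shAHR#3 (SD, n = 3 each), log2 fold changes of 2.14 and 3.32 (adjusted p = 7.67e-12 and 6.71e-19 from edgeR's quasi-likelihood test). SAMD9 rose by 1.06 and 1.10 (adjusted p = 4.50e-22 and 1.66e-22). IFI44L rose by 2.19 with shAHR#2 (adjusted p = 1.11e-10) and 0.77 with shAHR#3 (adjusted p = 0.0133), and the latter fell to 0.67 without pLKO-GFP replicate 3 and 0.48 without shAHR#3 replicate 2 (adjusted p = 0.0588 and 0.169). Members of the list also fell. BST2 had log2 fold changes of -3.26 with shAHR#2 and -0.44 with shAHR#3 (adjusted p = 4.18e-26 and 1.17e-06), and IFIT5 of -1.63 and -0.70 (adjusted p = 1.92e-24 and 1.21e-14). ISG15 was -0.01 with shAHR#2 (adjusted p = 0.916) and 0.53 with shAHR#3 (adjusted p = 3.99e-06).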

**Supplemental Figure 3. AHR suppresses IFN-I expression in TNBC cells but not MCF10A or WI-38 cells. A.** qRT-PCR analysis of indicated genes in HCC1937 cells (20µM BAY2416469, 48 hours). Data (n=3 biological replicates) is average -/+ std dev. Statistics by 2-way ANOVA. **B&C.** qRT-PCR analysis of indicated genes in MCF10A (panel B) and WI-38 (panel C) cells (20µM BAY2416469, 48 hours). Data (n=3 biological replicates) is average -/+ std dev. Statistics by 2-way ANOVA. * p<0.05. ** p<0.01, *** p<0.005, ****p<0.0005.

**Supplemental Figure 4. MDA-MB-231 and MDA-MB-436 cells display robust AHR activity in response to the AHR agonist TCDD at short time point.** MDA-MB-231 (**A**) or MDA-MB-436 (**B**) cells were treated with 50nM TCDD for 2 hours. RNA was collected and qPCR was performed for CYP1A1 and TIPARP (n = 3 technical replicates).

**Supplemental Figure 5. AHR antagonist-mediated IFN-I expression is STING-dependent. A**. qRT-PCR analysis of indicated genes in MDA-MB-436 cells (pLKO = white bars, shSTING = grey bars – 20µM BAY, 72 hours). Data (n=3 biological replicates) is average -/+ std dev. Statistics by 2-way ANOVA. **B.** qRT-PCR analysis of indicated genes in MDA-MB-436 cells (10µM H-151, 20µM BAY2416964, or the combination, 72 hours). Data (n=2 biological replicates) is average -/+ std dev. Statistics by 2-way ANOVA **C.** MDA-MB-436 cells were treated with 10µM H-151, 20µM BAY2416964, or the combination, 72 hours. Quantification of relative p-TBK1 (S172) densitometry, normalized to ß-actin. Data (n=3 biological replicates) is average -/+ std dev. Statistics by 2-way ANOVA. * p<0.05. ** p<0.01, *** p<0.005.

**Supplemental Figure 6. BRCA1 knockdown in MDA-MB-231 cells. A**. Cell viability analysis in MDA-MB-231 cells (pLKO – black line, shBRCA1 – red line) treated with increasing concentrations of Talazoparib for 96 hours. Data (n=3 biological replicates) is average -/+ std dev.

# Supplementary material for: Aryl hydrocarbon receptor suppresses STING-mediated type I IFN expression in triple-negative breast cancer
**Source:** Sci Rep. 2024 Mar 8;14:5731. doi: 10.1038/s41598-024-54732-3

Membrane edges identified w/ red arrows

AHR figure 2C

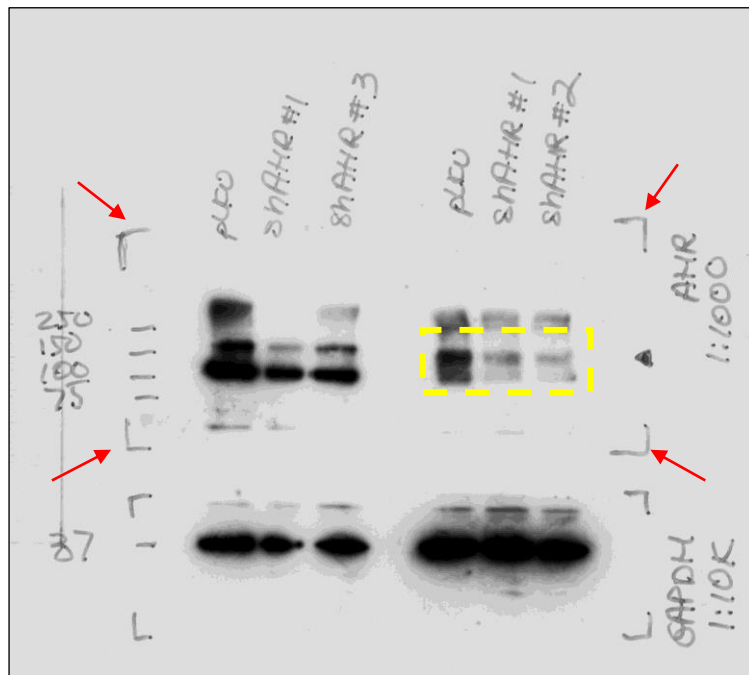

GAPDH figure 2C

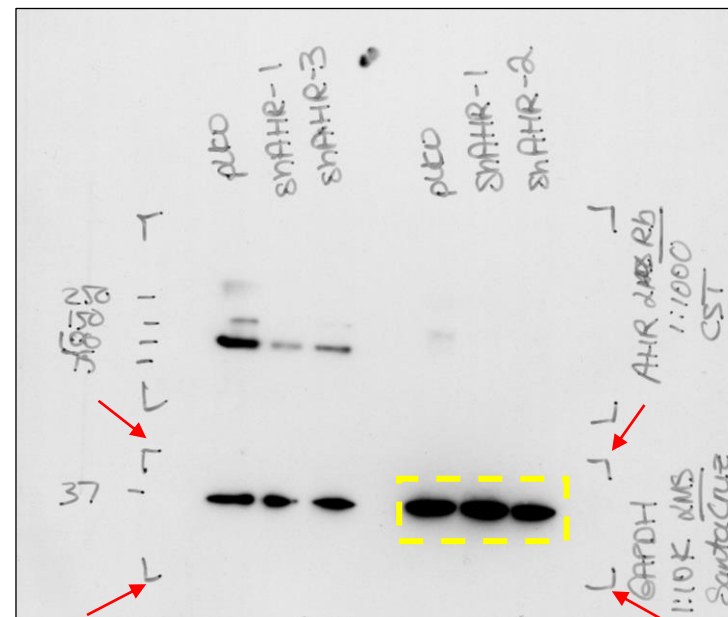

MDA-MB-436

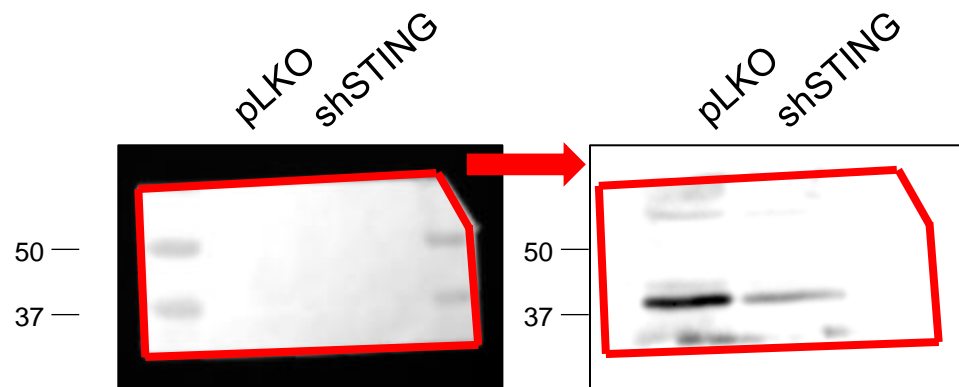

STING for figure 3A

Membrane edges identified w/ red lines

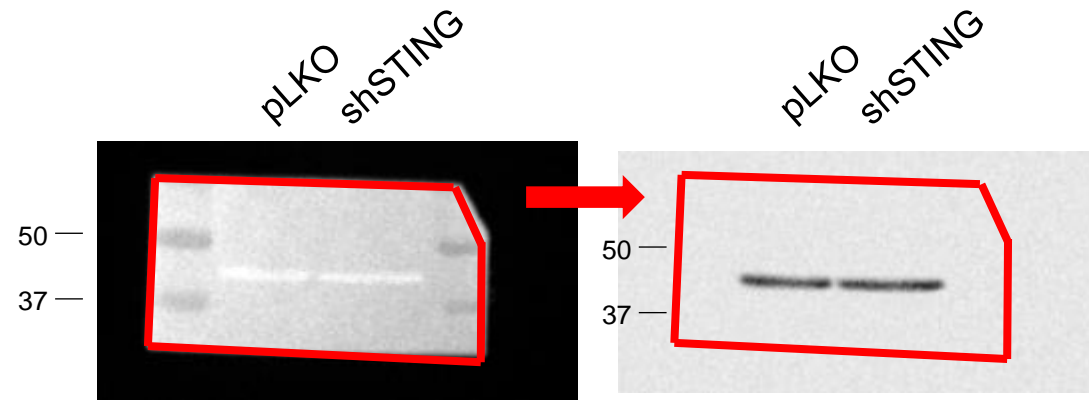

$\beta$ -Actin for figure 3A

Membrane edges identified w/ red arrows

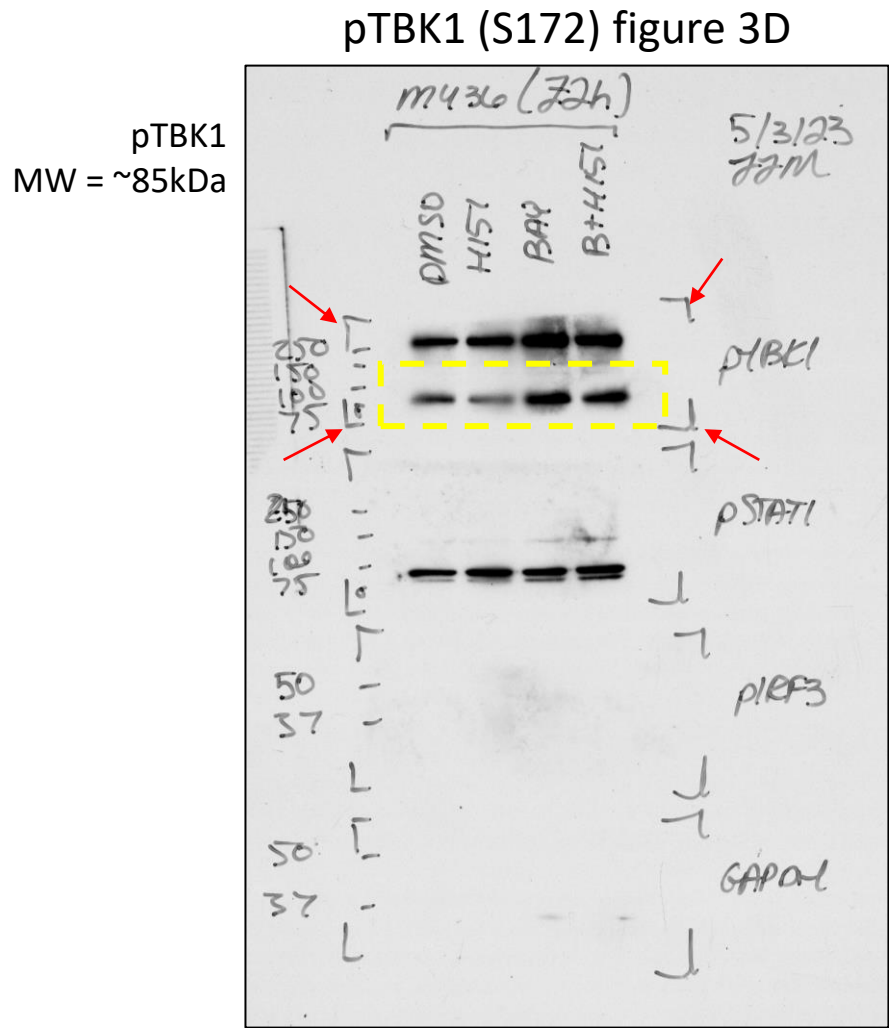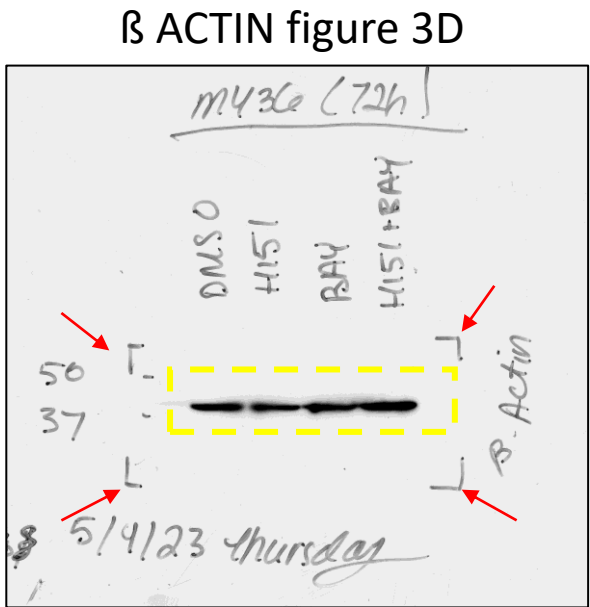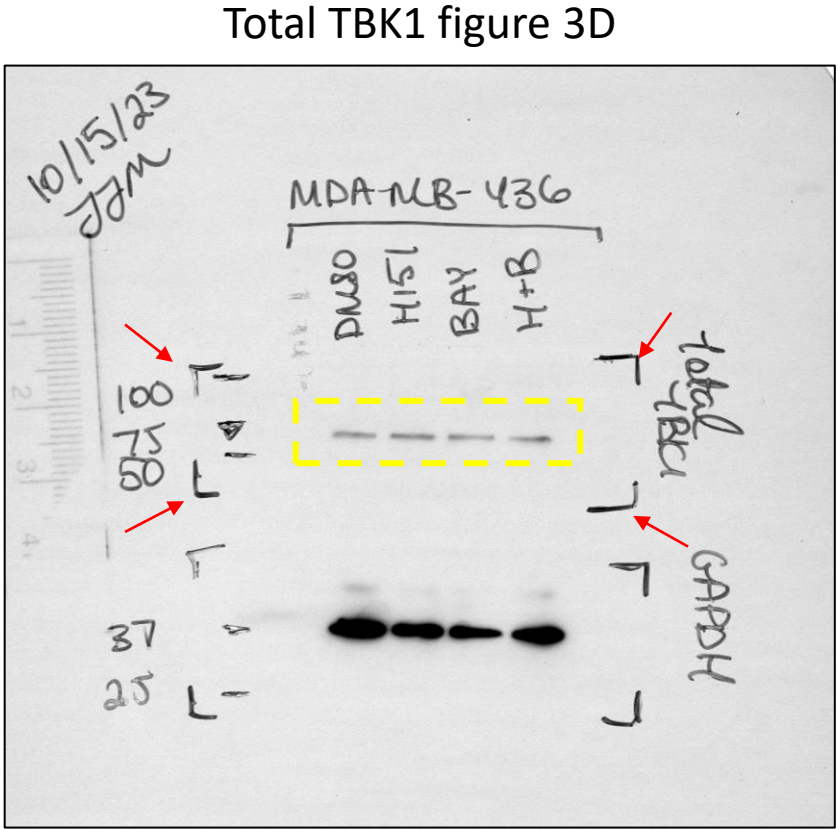

Membrane edges identified w/ red arrows

BRCA1 for Figure 4B

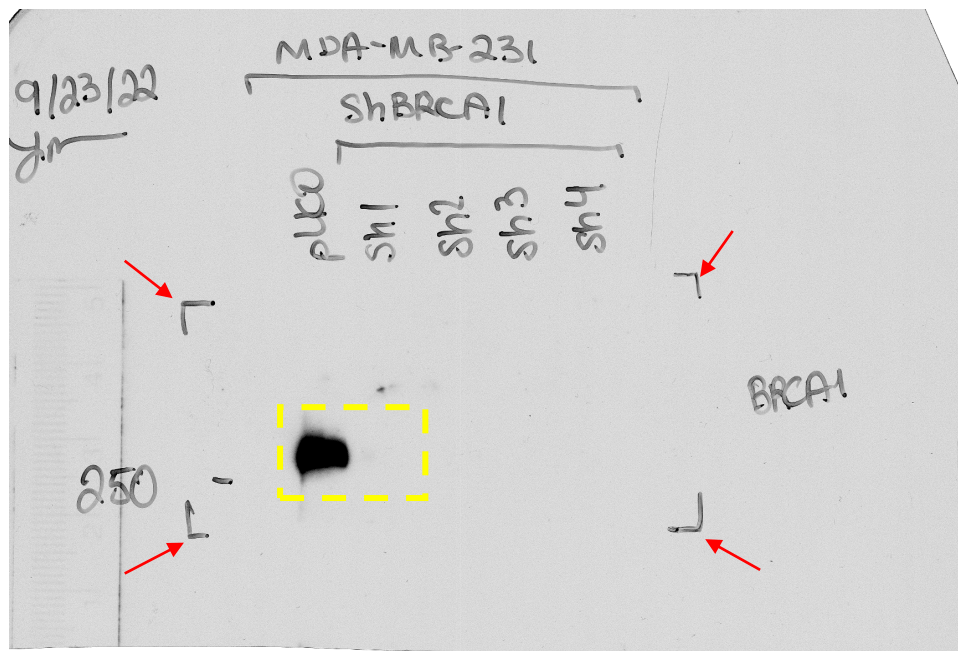

Vinculin for Figure 4B

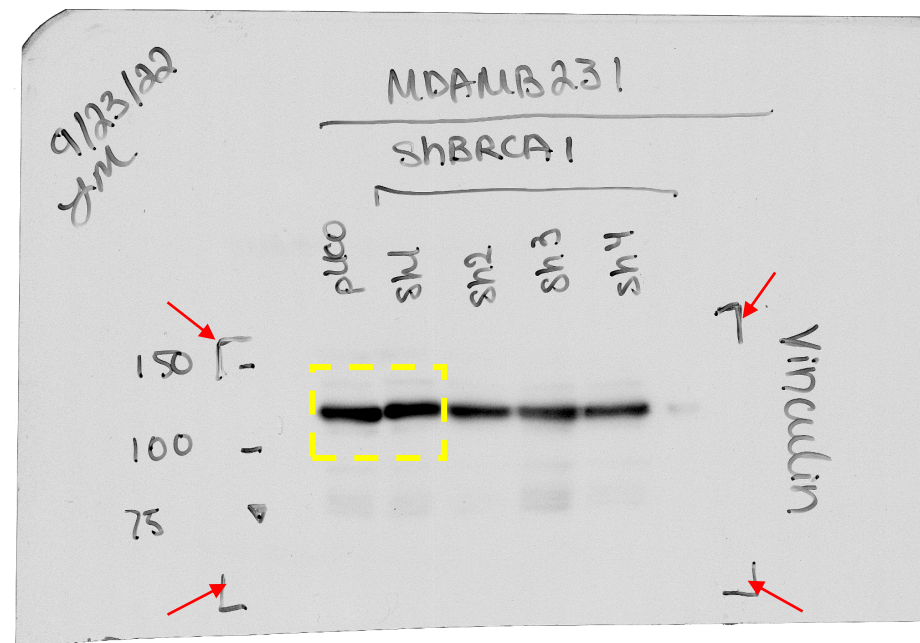

# MDA-MB-436

Supplemental Figure S5C  
M436 cells were treated  
with 20μM BAY or 10μM H-  
151 for 72 hours – TRIAL 1  
**\*\*\*SHOWN IN FIGURE  
3D\*\*\***

Membrane edges identified w/ red arrows

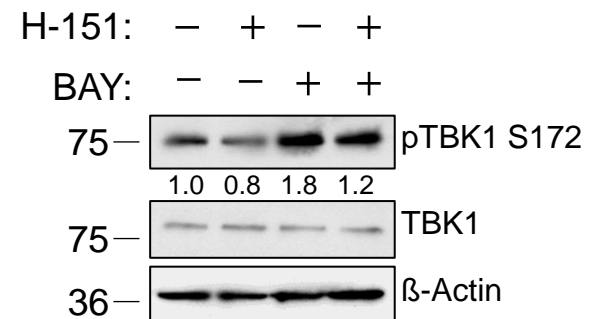

pTBK1 (S172) figure 3C

pTBK1  
MW = ~85kDa

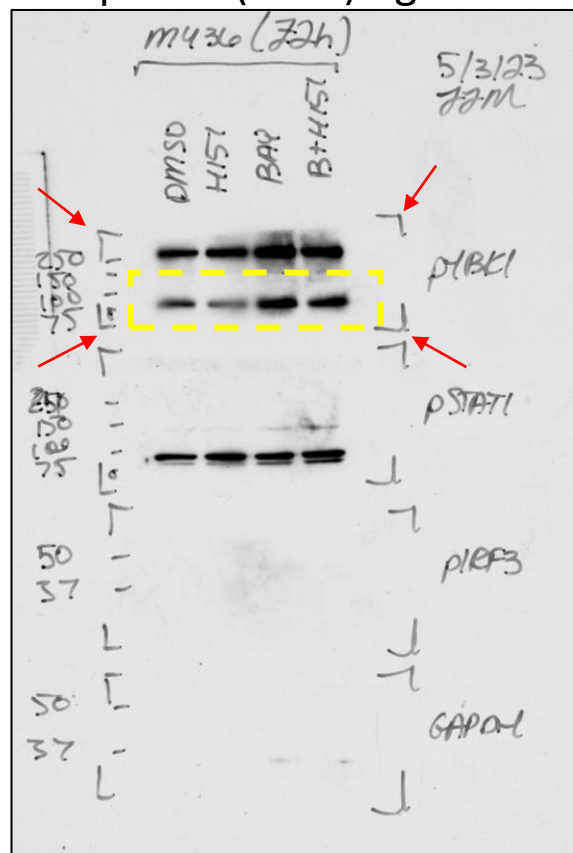

β ACTIN figure 3C

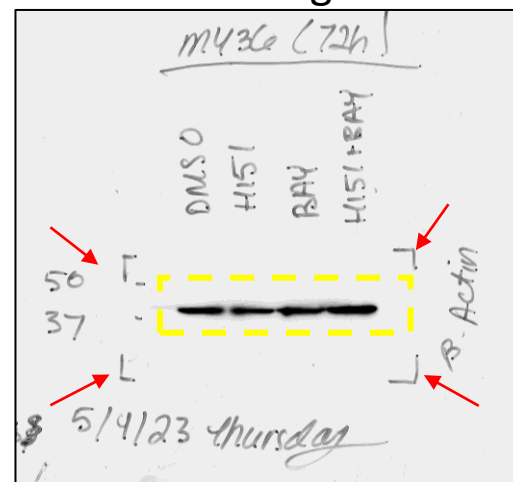

Total TBK1 figure 3C

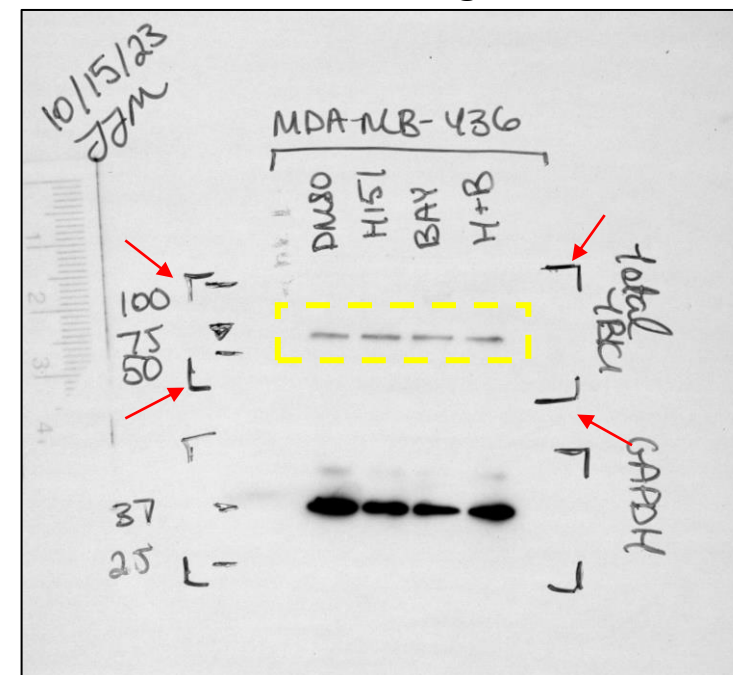

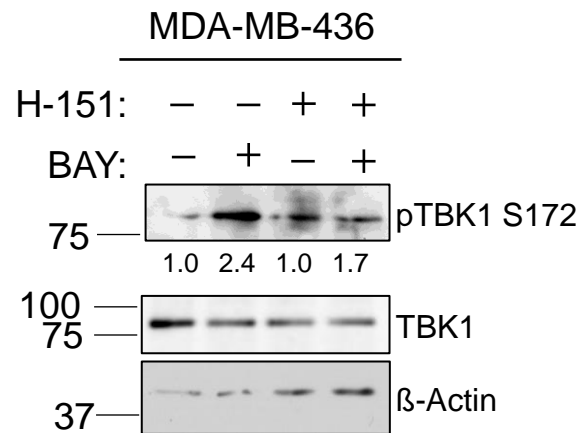

Supplemental Figure  
S5C M436 cells were  
treated with 20μM  
BAY or 10μM H-151  
for 72 hours – TRIAL 2

Membrane edges identified w/ red arrows/lines

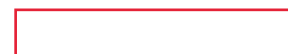

pTBK1 S172

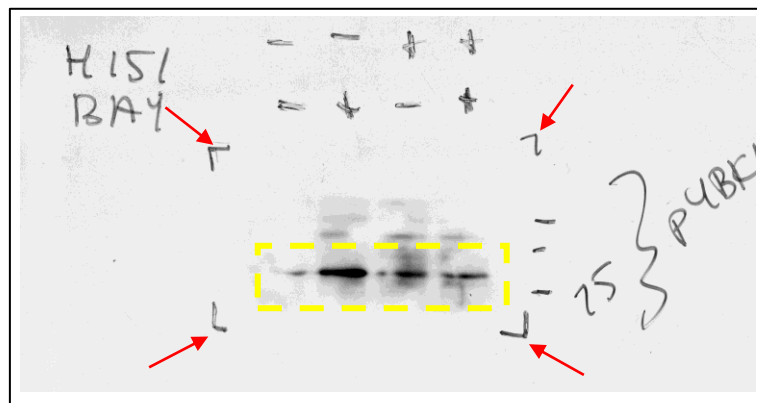

β-Actin

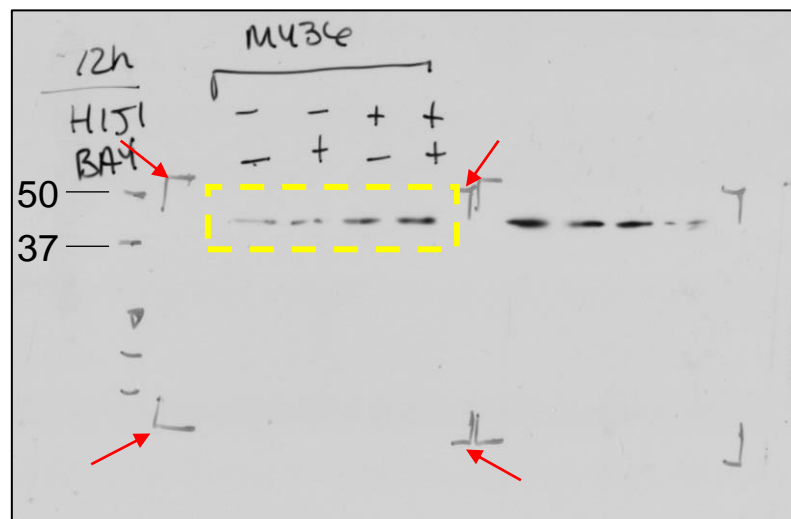

TBK1

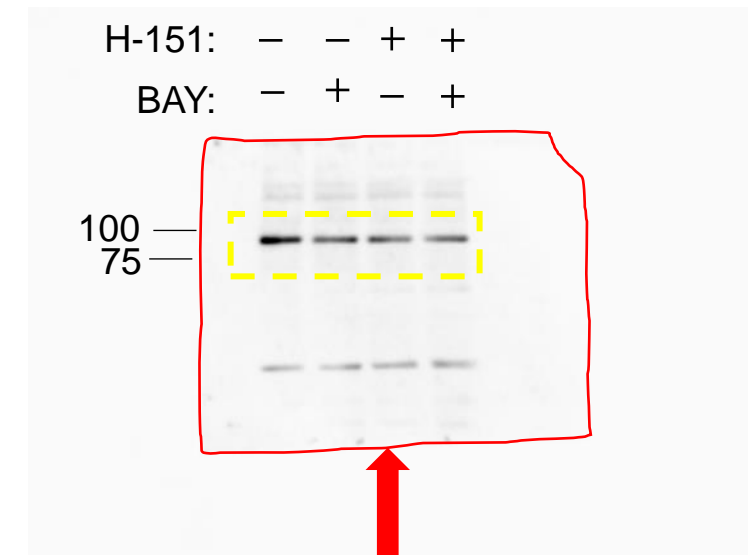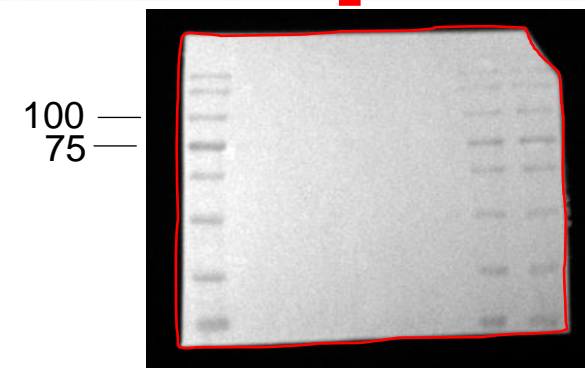

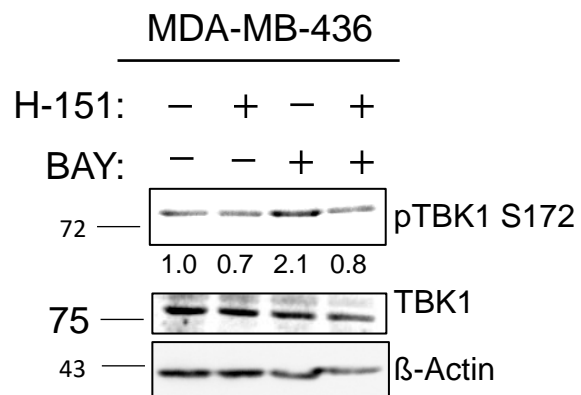

Supplemental Figure  
S5C M436 cells were  
treated with 20μM  
BAY or 10μM H-151  
for 72 hours – TRIAL 3

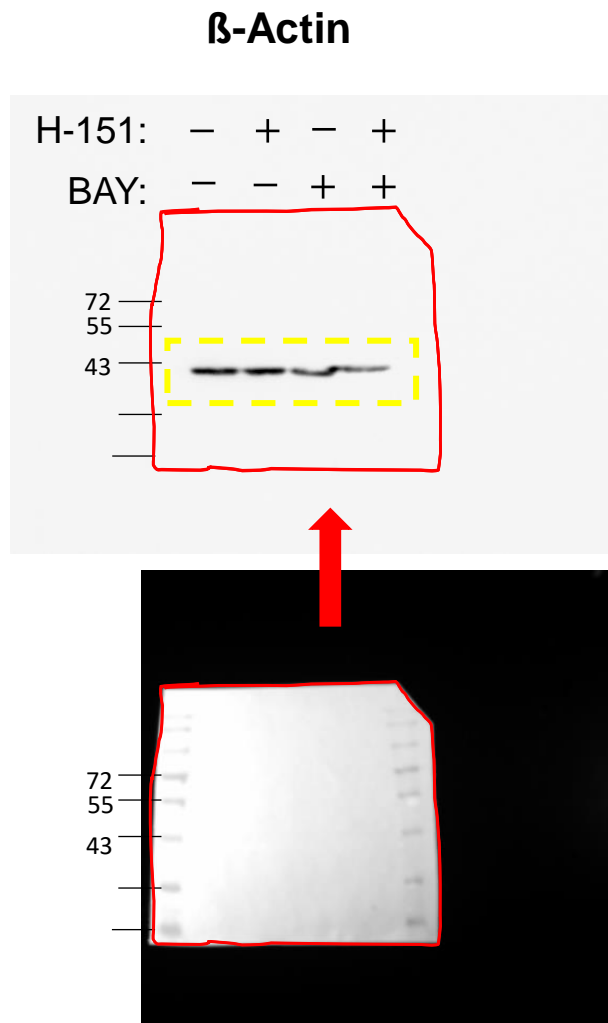

Membrane edges identified w/ red lines

**pTBK1 S172**

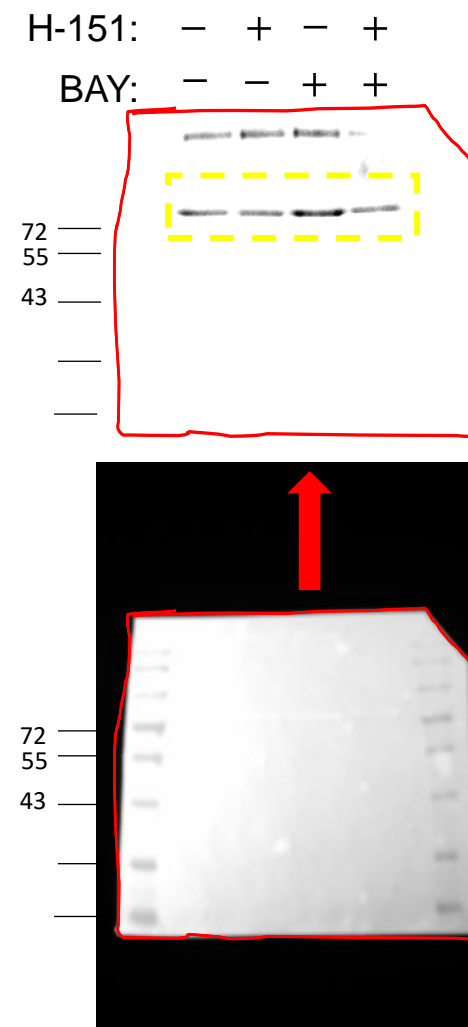

**TBK1**

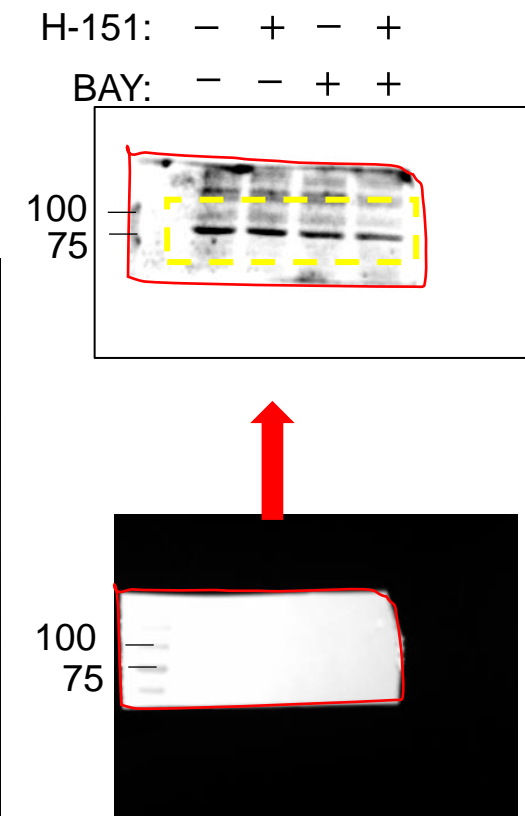

**Supplement:** Supplementary file 3 — Supplementary Information 3.

How the deposited data were processed for this re-analysis (not part of the article)

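RNA sequencing was analysed for 9 libraries of MDA-MB-231 cells: 3 with the control vector pLKO-GFP, 3 with shAHR#2 and 3 with shAHR#3, as the deposited labels number them. The authors prepared stranded mRNA libraries, sequenced them from a single end on a NextSeq 500, aligned the reads to GRCh38.p13 with STAR and deposited whole-number counts of reads per gene, without normalization. The counting program, the annotation release and whether strand was used are not named in the paper's text. Counts of overlapping and antisense genes and of paralogs such as HLA class II genes or CXCL1 and CXCL3 are therefore uncertain.

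Everything after the counts was computed anew with R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and Python 3.11.15. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 14274 of 60649 genes, and libraries were scaled by TMM. The quasi-likelihood test (glmQLFit, glmQLFTest) was fitted once to the 9 libraries with a mean per group and no block. Comparisons were each construct against pLKO-GFP, the mean of both constructs against pLKO-GFP, and shAHR#3 against shAHR#2. Calls used a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were derived from the fold change and its F statistic. The paper used DESeq2, which is among the alternatives here.

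Gene lists for NF-kB target genes, inflammatory mediators and receptors, type I interferon-stimulated genes, antigen processing and presentation, AhR target genes and G2/M cell cycle genes were written from general knowledge before the data were examined, because the MSigDB collections of the paper were not used here. All 319 symbols were found in the count table. Enrichment was tested with fgsea (10000 permutations) in 3 comparisons, adjusted over 18 pairs. Genes were named by a rule also set before the data were examined: genes that the paper names, the 4 largest rises and 4 largest falls shared by both constructs at an average log2 CPM of at least 1, up to 3 rises and 2 falls from each list, and the 3 largest differences in each direction between the constructs. A result that this rule selects is not reported here.

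The alternatives set before the data were examined were DESeq2, DESeq2 size factors in edgeR, no filter on low counts, a mean of at least 50 counts, fitting only the groups compared, the replicate number as a block, leaving out each of the 9 libraries in turn, an added log2 fold change of at least 1, an adjusted p under 0.01 and, for lists, ranking by the DESeq2 Wald statistic or by log2 fold change, ranking only called genes, camera and fry. Ranking corrected for GC content and length, and removal of the shift shared by 50 tested genes on each side, were added after the data were seen.

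The fits were tested on simulated data with the real means and library sizes, in which 200 of 14274 genes were changed. edgeR recovered 165 of these and DESeq2 156. Among the 152 changed genes with a mean of at least 50 counts edgeR recovered 149, and among the 48 below that mean 16. Of 172 edgeR calls 7 were false. Far more genes were called in the real data, so the rates of recovery and of false calls may differ there. The median absolute error of the log2 fold change was 0.05. The limit for genes near 0 was set at 3 counts; with all libraries of a group at or under it, a fold is given only as a bound against it. Such bounds cover counting error only, since the reads carry no molecular identifiers.

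Positions are those of GENCODE release 44 on GRCh38, in which 60463 of 60605 gene identifiers of the table were found; the release the authors used may differ. Values for the paper's other experiments (quantitative PCR, immunoblots, tumor cohorts and other cell lines) were not analysed here.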

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

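The tests of seed matches and of other splits of the libraries were set before their results were seen, and the tests of a mixture of cells, of chromosome segments and copies, and of GC content and gene length were chosen only after them, as was the choice of genes listed first below.

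The 2 constructs moved part of the genes apart. Among genes called with both, 290 went in opposite directions (134 higher with shAHR#2 and 156 higher with shAHR#3). All 290 also passed the threshold when the constructs were compared directly by edgeR's quasi-likelihood test. That direct comparison is no separate evidence, since these genes had been chosen for calls on either side of the same controls. Of the genes the paper names, the ones that differed by at least 1 on the log2 scale were CYP1B1 (2.21, adjusted p = 3.96e-31), CYP1A1 (1.24, adjusted p = 7.25e-04) and CD274, which encodes PD-L1 (-1.12, adjusted p = 7.71e-17). CD274 was 1.01 higher with shAHR#2 and -0.11, not past the threshold, with shAHR#3 (adjusted p = 0.196).

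Dilution of the shAHR#3 libraries with cells like the control is one technical reading of the smaller changes seen with that construct. It would need the same share of control-like RNA for every gene. The median share was 0.474 (95% bootstrap interval of the median 0.431 to 0.502, quartiles of single genes 0.256 to 0.641) over 396 genes at least 2-fold higher with shAHR#2 and 0.378 (0.345 to 0.411, quartiles 0.206 to 0.525) over 382 genes at least 2-fold lower. These are the genes with a mean of at least 5 CPM in the control or with shAHR#2, out of 849 called as at least 2-fold higher and 842 as lower. In 40 simulated mixtures of control and shAHR#2 libraries, with shares from 0.1 to 0.8, the medians differed by at most 0.0203, against 0.0958 here, and at most 1 gene was called in opposite directions, against 290 here. Both values argue against dilution as the whole cause. Of the 10 splits of the 6 shAHR libraries into groups of 3, only the real one gave as many genes (1 of 10; 5957 genes in the fit of these libraries alone), but 10 splits cannot give a share under 0.1.

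Off-target silencing through the guide seed of a hairpin stays open. For 8 possible 7-base sites in 3' UTRs (4 offsets of 2 hairpins), the most extreme was CCGACTT, at the end of the paper's shAHR #2 target. The 243 of 12239 genes with it were 0.11 higher with shAHR#3 relative to shAHR#2 than the other genes, farther than all but a small share of 7-mers with as many genes (0.0128 after multiplication by 8). This meets the criterion set before the result was seen. It is read as open only because of values looked at afterwards: the same genes were lower with both constructs, by -0.20 with shAHR#2 and -0.10 with shAHR#3, and changes were larger with shAHR#2 in general, so a seed effect of 1 construct cannot be told apart from a change shared by both. None of the other 7 sites stood out after the multiplication. The lower AHR level with shAHR#2 than with shAHR#3 is a biological difference that was not tested as a cause.

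Genes of chromosome 5 were lower together. The paper does not report on chromosomes as a whole, although STING1, which it discusses, lies on this one. The median log2 fold change of its 656 tested genes was -0.48 with shAHR#2 (84.1% of genes lower) and -0.26 with shAHR#3 (79.6% lower), whereas 1000 draws of as many random genes gave an absolute median of at most 0.08 and 0.05. Medians beyond random genes were found for 13 of 23 chromosomes with shAHR#2 and 16 with shAHR#3, among them chromosomes 4, 10, 20 and X, also lower with both, and 3, 12, 14 and 17, higher with both. GC content and gene length do not account for it, since the median nearest to 0 after correction was -0.22. Weakly and strongly expressed genes of chromosome 5 were both shifted, the least shifted part by -0.25, as a difference in chromosome copies between the cell populations would give. Such a difference, for example from the outgrowth of subclones after infection, is a hypothesis that may be tested with DNA, and no DNA was analysed here. A regional effect of AHR loss on expression was not tested and stays open as well.

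Shifts of chromosome segments long enough to show in windows of 50 neighbouring genes do not account for most of the large changes shared by both constructs. Of 730 such genes with a position, 97.0% lay outside windows of 50 neighbouring genes whose median, for the mean of both constructs, was shifted by 0.5 or more. Windows of shAHR#2 alone held 59 of the genes (8.08%) and those of shAHR#3 alone 12 (1.64%). Smaller shifts were more common: 80 of 13108 windows for the mean were past 0.5, but 1423 were past 0.30, the level that 95% of 1000 permutations of gene positions did not exceed, and these held 202 of the 730 genes. With the shift shared by neighbouring genes removed, 651 of the 730 (89.2%) were still at least 2-fold changed in the same direction with both constructs. For the 22 genes inside windows past 0.5 the picture is divided: 15 stayed at least 2-fold changed with both constructs once the median of their neighbours was removed, and for the other 7 a shared shift of the segment and a change of the gene itself cannot be told apart.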

How the results depend on the processing

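Ranking corrected for GC content and length and removal of the shift shared by neighbouring genes were chosen only after the results were seen; the other alternatives were set before the data were examined.

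The numbers of called genes stayed within 1.5 times of those reported under every alternative except an added log2 fold change of at least 1, which by its construction left 1691 (shAHR#2), 961 (shAHR#3), 1177 (mean of both) and 734 (same direction with both) genes, and 530 for shAHR#3 against shAHR#2. Across the 9 fits that each left out one library, the counts ranged from 8864 to 9539, 7219 to 7822, 8529 to 9202, 5883 to 6171 and 5349 to 6037.

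The NF-kB list with shAHR#2 and the interferon-stimulated list with shAHR#3 kept their direction and stayed past the threshold in 17 of 17 alternatives set beforehand (adjusted p from 1.71e-07 to 0.00704 and from 6.47e-07 to 0.0280), and the NF-kB list for the mean in 16 of 17. The exception was ranking by log2 fold change, with a score of 1.57 and an adjusted p of 0.0653 (range 6.47e-07 to 0.0653). That ranking also put the antigen presentation list past the threshold, at -1.90 (mean), -1.85 (shAHR#2) and -1.94 (shAHR#3). It turned the AhR target list to 1.23 (mean) and 1.00 (shAHR#2) and the inflammatory list with shAHR#3 to -1.10, none past the threshold. The cause was not tested.

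Scores near the threshold moved across it. The NF-kB list with shAHR#3 passed with the DESeq2 Wald ranking (1.60), a mean of at least 50 counts (1.69), only called genes ranked (1.75) and neighbour shifts removed (1.72). It did not pass with ranking by log2 fold change (1.05, adjusted p = 0.550) or camera (adjusted p = 0.0747). Nor did it pass with DESeq2 size factors (1.59, adjusted p = 0.0537) or the ranking corrected for GC content and length (1.56, adjusted p = 0.0637). The cell cycle list with shAHR#2 passed with the Wald ranking (-1.52) and only called genes ranked (-1.65). With the replicate number as a block, these were 1.60 and -1.55, also past the threshold, and no other list was called differently. No strong pairing by replicate number was seen, since deviations of libraries with the same number correlated by only 0.003 to 0.058. All of these values were positive, so a weak effect shared by libraries with the same number is not excluded. Leaving out one library moved the NF-kB list with shAHR#3 between 1.54 and 1.65, past the threshold in 5 of 9 fits (without pLKO-GFP replicate 3, shAHR#2 replicate 1 or 2, or shAHR#3 replicate 1 or 3), and the cell cycle list with shAHR#2 between -1.57 and -1.47, past it in 6 of 9 (without pLKO-GFP replicate 2 or 3, shAHR#2 replicate 1 or 2, or shAHR#3 replicate 2 or 3).

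The self-contained test fry called further lists, in the direction of their scores, with adjusted p for the mean, shAHR#2 and shAHR#3 of 0.00192, 0.00102 and 0.00192 (inflammatory) and 9.43e-04, 1.08e-05 and 2.91e-05 (AhR targets). It gave 0.00158 and 3.58e-04 for the cell cycle list (mean and shAHR#2), 5.54e-06 and 9.86e-04 for the interferon-stimulated list (mean and shAHR#2), 0.0113 and 0.0375 for the antigen presentation list (mean and shAHR#3) and 4.07e-05 for the NF-kB list with shAHR#3. It asks whether the members moved in one direction, without comparison to other genes, and 64.3% of all tested genes were called for the mean.

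With GC content and length removed from the ranking, the cell cycle list with shAHR#3 turned to 0.85. With neighbour shifts removed it turned to 0.85 (mean), 0.79 (shAHR#2) and 0.92 (shAHR#3), so the sign of this list's scores depends on shifts shared by neighbouring genes. The same setting turned IRF1, on chromosome 5, to 0.21 (mean) and 0.13 (shAHR#2), TIPARP to -0.25 with shAHR#2 (past the threshold) and BRCA1 to -0.058 with shAHR#3, and called 8625, 6880, 8343 and 5608 genes, of which 7399, 5699, 7060 and 4715 had been called before.

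Among named genes, leaving out one library changed the sign of ISG15 (-0.079 to 0.080, positive without pLKO-GFP replicate 2 or shAHR#2 replicate 1) and RPS20 (-0.019 to 0.011, positive without shAHR#2 replicate 3) with shAHR#2, neither past the threshold in any fit. Of 2421 values of 51 named genes under the alternatives, 2384 kept direction and call, 22 were no longer past the threshold, 8 newly passed it and 7 changed direction. Fitting only the groups compared, which pools both constructs for the mean, accounts for 8 of the 22. Depth limits the genes with few reads: in simulated data 16 of 48 changed genes under a mean of 50 counts were recovered. Only 200 of 14274 genes were changed in that simulation, far fewer than were called in the data, so the share may differ there.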

Differences from the paper's values

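The paper states no numerical values for these libraries in its text, and its gene sets differ from the lists used here, so no pairs of values are given. In Fig. 1D the paper shows the inflammatory response as higher in the AHR-depleted cells. The list of inflammatory mediators and receptors used here had a positive score of 1.15 for the mean of both constructs that was not past the threshold (adjusted p = 0.342); fry called it as higher (adjusted p = 0.00192). No other setting did so. Ranking by log2 fold change, set before the data were examined, gave 1.12 for the mean (adjusted p = 0.444) and 1.24 with shAHR#2 (adjusted p = 0.310). With shAHR#3 that ranking turned the score from 1.30 to -1.10 (adjusted p = 0.444).

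Fig. 1D also shows a set for antigen presentation by dendritic cells as lower in the AHR-depleted cells. Here, the list of antigen processing and presentation was at -1.13 for the mean, not past the threshold (adjusted p = 0.342). It was called as lower when genes were ranked by log2 fold change (-1.90, adjusted p = 0.00782) and by fry (adjusted p = 0.0113).

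Supplemental Fig. S2 is described by the paper as showing interferon-related signatures. The interferon-stimulated list was past the threshold with shAHR#3 but not for the mean of both constructs (score 1.37, adjusted p = 0.153) or with shAHR#2; fry called the latter 2 (adjusted p = 5.54e-06 and 9.86e-04), and no other setting did.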

Other observations

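The test of the interferon gene region, the simulation with shared controls and the other splits of the libraries were set before their results were seen, and the tests of GC content and gene length and of chromosome segments on the list scores were chosen only after.

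Transcripts of AhR and STING pathway genes were read out in these libraries as follows, with log2 fold changes against pLKO-GFP and adjusted p from edgeR's quasi-likelihood test. CYP1A1, at 71 to 97 reads per control library, was at -2.47 with shAHR#2 (adjusted p = 1.02e-10) and -1.23 with shAHR#3 (adjusted p = 4.39e-06). CYP1B1 was at -2.65 and -0.44 (adjusted p = 3.52e-35 and 5.78e-14). TIPARP was at 0.04 with shAHR#2 (adjusted p = 0.344) and -0.18 with shAHR#3 (adjusted p = 2.45e-04). Of the 18 AhR target genes tested, 7 were higher and 7 lower for the mean of both constructs. ALDH3A1 (3.01 and 2.42), EREG (1.59 and 1.45) and SCIN (1.13 and 2.34) rose with both constructs, while NQO1 (-1.40 and -0.71) and SLC7A5 (-0.46 and -0.14), named after their values were seen, fell with both. The AhR list as a whole had scores of -1.18 for the mean, -1.40 with shAHR#2 and 1.35 with shAHR#3, none past the threshold. The G2/M cell cycle list was at -1.39, -1.51 and -1.01, also none past it (adjusted p = 0.101, 0.0506 and 0.457).

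STING1 rose by 0.84 with shAHR#2 (adjusted p = 4.43e-05) and 0.98 with shAHR#3 (adjusted p = 2.79e-06) at 57 to 122 reads per control library, although it lies on chromosome 5, whose genes were lower as a group. CGAS rose by 0.48 and 0.25 (adjusted p = 1.19e-12 and 3.29e-06). TBK1 was at -0.66 and -0.20 (adjusted p = 1.21e-13 and 7.50e-04) and IRF1, also on chromosome 5, at -0.29 (adjusted p = 4.32e-04) and 0.06 (adjusted p = 0.473). ARNT was at 0.33 and 0.21 and PARP1 at -0.51 and -0.24, all past the threshold. GAPDH, a loading control in the paper, was at 0.41 and 0.27 (adjusted p = 1.35e-17 and 2.10e-12). RPS20, for which the paper lists quantitative PCR primers, was at -0.01 and -0.03 (adjusted p = 0.803 and 0.400).

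IFNB1 had 0 reads in each of the 9 libraries. CXCL10 had 0, 1 and 1 reads in the control libraries, 2, 0 and 0 with shAHR#2 and 3, 4 and 5 with shAHR#3. Without a filter on low counts, its adjusted p from edgeR's quasi-likelihood test was 0.158 with shAHR#3 (unadjusted p = 0.0561). With shAHR#2 its log2 fold change in that fit was 0.15 (unadjusted p = 0.922). CCL5 had 0, 0 and 0 reads in the control libraries, 1, 1 and 2 with shAHR#2 and 1, 3 and 0 with shAHR#3, all at or under the limit of 3 counts, with adjusted p of 0.149 and 0.207 in the same fit (unadjusted p = 0.0614 and 0.0774). None of these changes passed the threshold at this depth, and none of the 3 genes passed filterByExpr. The paper reports an induction of IFNB1 by quantitative PCR in this cell line under AhR antagonist treatment (Fig. 2B), a condition not analysed here. IFNB1 lies on chromosome 9 of GRCh38 in a run of 24 protein-coding genes, from 20999509 to 24545946, that had no read in any library out of 166949360 counts. The run includes MTAP, named after its values were seen, while the flanking genes FOCAD (33 to 54 reads) and TUSC1 (71 to 132 reads) were counted. A candidate explanation is that the type I interferon gene cluster on chromosome 9 is missing from the genome of this cell line. Of the 71 genes of any kind in the run, 70 were at or under 3 reads in every library. The exception was the processed pseudogene CLIC4P1, also named after its values were seen, with up to 6 reads, which may be reads of its parent gene. Silence of the region and its loss cannot be told apart from RNA counts, and no DNA was analysed here. Elsewhere in the genome, 11 longer runs of protein-coding genes at or under 3 reads were found. That limit is looser than the absence of any read in this run, so those runs are no matched comparison. A loss would conflict with the induction of IFNB1 that the paper reports.

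Control libraries shared by both comparisons raise the share of genes with the same sign. The observed share was 81.8%, above the highest of 50 simulations of unchanged groups (67.2%), so noise in the shared control libraries does not account for it. The simulations drew only noise around the control mean. They cannot exclude a difference of the control cells themselves, which would move both comparisons alike. Regrouping the libraries argues against a random grouping for the mean of both constructs and for the genes in the same direction. Of 100 splits drawn from 840, only the real one gave as many genes (1 of 100 for either result); the next largest gave 6793 and 4750 genes. In 6 of the other splits a true group stood intact as the control; without those, the largest counts were 2495 and 1. For shAHR#2 and for shAHR#3 against pLKO-GFP, 1 of the 10 splits of the 6 libraries gave as many genes (9469 and 7728 in fits of those libraries alone), which is the smallest share that 3 libraries against 3 allow.

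Bias from GC content or gene length does not account for the list scores past the threshold: after the ranking was corrected for both, the lowest of these 3 scores was 1.82, and GC content and length had explained between 0.402% and 2.28% of the variance of the rankings against pLKO-GFP. Gains or losses of the chromosome segments that carry the genes of these lists do not account for the scores as a whole either. With the shift shared by neighbouring genes removed, the NF-kB list was at 1.89 for the mean of both constructs and 2.08 with shAHR#2 (adjusted p = 0.00141 for either), the interferon-stimulated list with shAHR#3 was at 1.80 (adjusted p = 0.00498), and the NF-kB list with shAHR#3 was at 1.72 (adjusted p = 0.0156). A role of AHR loss in the higher NF-kB target genes remains a hypothesis, since off-target effects of the hairpins stay open, as do effects of copy differences that reach the list through genes elsewhere, which were not tested.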
